# Adaptation of *Staphylococcus xylosus* to Nutrients and Osmotic Stress in a Salted Meat Model

**DOI:** 10.3389/fmicb.2016.00087

**Published:** 2016-02-05

**Authors:** Aurore Vermassen, Emilie Dordet-Frisoni, Anne de La Foye, Pierre Micheau, Valérie Laroute, Sabine Leroy, Régine Talon

**Keywords:** *Staphylococcus xylosus*, meat, transcriptome, nutrient adaptation, osmotic stress

## Abstract

*Staphylococcus xylosus* is commonly used as starter culture for meat fermentation. Its technological properties are mainly characterized *in vitro*, but the molecular mechanisms for its adaptation to meat remain unknown. A global transcriptomic approach was used to determine these mechanisms. *S. xylosus* modulated the expression of about 40–50% of the total genes during its growth and survival in the meat model. The expression of many genes involved in DNA machinery and cell division, but also in cell lysis, was up-regulated. Considering that the *S. xylosus* population remained almost stable between 24 and 72 h of incubation, our results suggest a balance between cell division and cell lysis in the meat model. The expression of many genes encoding enzymes involved in glucose and lactate catabolism was up-regulated and revealed that glucose and lactate were used simultaneously. *S. xylosus* seemed to adapt to anaerobic conditions as revealed by the overexpression of two regulatory systems and several genes encoding cofactors required for respiration. In parallel, genes encoding transport of peptides and peptidases that could furnish amino acids were up-regulated and thus concomitantly a lot of genes involved in amino acid synthesis were down-regulated. Several genes involved in glutamate homeostasis were up-regulated. Finally, *S. xylosus* responded to the osmotic stress generated by salt added to the meat model by overexpressing genes involved in transport and synthesis of osmoprotectants, and Na^+^ and H^+^ extrusion.

## Introduction

Meat fermentation is an old process that relies on indigenous microbiota and is nowadays carried out under controlled conditions with addition of starter cultures. Meat starter cultures are composed of a combination of lactic acid bacteria and coagulase-negative staphylococci (Ravyts et al., 2012). *Staphylococcus xylosus* and *Staphylococcus carnosus* are the two main staphylococcal species used as starter cultures. They are associated with different species of *Lactobacillus*, such as *Lactobacillus sakei* or *Lactobacillus curvatus* or *Pediococcus*. Studies over decades of microorganisms used as starters have yielded information about their potential functionalities in meat products. Lactic acid bacteria are well-known acidifiers and bacteriocin producers that affect the technological properties and the microbial stability of products (Leroy et al., 2006). Staphylococci are recognized to play an important role in the color formation through their nitrate reductase activity (Talon and Leroy, 2006). They also contribute to the flavor development of meat products *via* their catabolism of branched-chain amino acids in odorous volatile methyl compounds (Olesen and Stahnke, 2004; Tjener et al., 2004), their antioxidant properties avoiding rancidity (Barrière et al., 2001; Rosenstein et al., 2009) and their catabolism of pyruvate in diacetyl and acetoin responsible of buttery aroma (Søndergaard and Stahnke, 2002).

The development of -omic techniques has allowed the study of the metabolism of starter cultures *in situ* in the food matrix. The transcriptomic response of *Lactococcus* in milk or cheese has been established (Cretenet et al., 2011; Taïbi et al., 2011), while the proteome of *Streptococcus thermophilus* was studied in milk and the release of bacterial proteins was studied in cheese (Gagnaire et al., 2004; Derzelle et al., 2005).

Very few studies have focused on physiology of meat starter cultures in meat matrices. They concern essentially *L. sakei*. *In vivo* expression technology (IVET) was applied to investigate gene expression of *L. sakei* during meat fermentation (Hüfner et al., 2007). This study revealed the expression of genes encoding proteins that contribute to stress-related functions. A proteomic approach highlighted that *L. sakei* overexpressed dipeptidases in the presence of sarcoplasmic extract and proteins related to energy and pyrimidine metabolism in the presence of myofibrillar extract (Fadda et al., 2010). Concerning staphylococci, the single transcriptomic concerning the response of *S. xylosus* to nitrate and nitrite in meat revealed that *S. xylosus* was subject to nitrosative stress and overcame it by expressing genes involved in iron homeostasis and antioxidant defense (Vermassen et al., 2014).

Functional genomics give us an opportunity to gain insight into the physiological and metabolic capabilities of starters *in situ* in the food matrix. As the molecular mechanisms involved in the adaptation of the bacteria in meat products are little known, we analyzed the transcriptome of *S. xylosus* in a meat model incubated for 72 h at 22°C in conditions that mimic the fermentation step. The *in situ* response of *S. xylosus* was analyzed vs. the *S. xylosus* culture used as inoculum. The results highlighted a total change in gene expression during survival of *S. xylosus* in the meat model, which reflects adaptation to nutrients and mainly to osmotic stress.

## Materials and methods

### Preparation of the inoculum and inoculation of the meat model

The *S. xylosus* C2a strain is derived from the type strain DSM20267 cured of its endogenous plasmid pSX267. Its complete genome has been sequenced (LN554884). This strain grows and behaves in meat models and in batter as strains isolated from meat products (our unpublished data). We used this laboratory strain as it is the only one of this species with some genetic background. The strain was cultured overnight at 30°C with shaking (150 rpm) in a minimal medium as already described (Fiegler and Brückner, 1997). The culture was briefly centrifuged and part of the cell pellet called “the inoculum” was immediately frozen in liquid nitrogen before extraction of RNA. Another part of the cell pellet was resuspended in physiological serum and inoculated in a pork meat model containing 0.5% glucose and 0.47 M NaCl as already described in Vermassen et al. (2014). Petri dishes were completely filled with inoculated pork meat and incubated at 22°C in a wet atmosphere for up to 72 h. These conditions probably created a gradient of oxygen in the samples. At 24, 48, and 72 h of incubation at 22°C, 200 mg meat samples were taken and immediately frozen in liquid nitrogen to stabilize the bacterial RNA. Three independent experiments were done.

To evaluate the inoculum and the growth of *S. xylosus* in meat, bacteria were enumerated after serial dilution on plates of brain-heart infusion agar, which were incubated at 30°C for 24 h.

### Physical and chemical analysis of the meat model

A digital pH meter (MP230, Mettler Toledo, Viroflay, France) with a Inlab® 413 electrode was used for measurement of meat pH.

Meat samples (2 g) were homogenized for 30 min with 8 mL of distilled water. The homogenate was then centrifuged for 20 min at 10,000 g at 4°C and the supernatant was filtered. The analyses were carried out as previously described (Nouaille et al., 2009). Briefly, glucose and fermentation products were analyzed by high-performance liquid chromatography (HPLC) using a Bio-Rad HPX87H column under the following conditions: a temperature of 48°C, 5 mM H_2_SO_4_ as the eluent at a flow rate of 0.5 mL min^−1^ and dual detection by refractometer and UV analyses. Free amino acids were analyzed after protein precipitation of the supernatant and derivatization. The derivatives were separated by HPLC on a Hypersil AA-ODS column at 40°C by a linear gradient of acetate buffer (pH 7.2) with triethylamine (0.018%), tetrahydrofurane (0.3%) and acetonitrile (60%). Diode array detectors were used at 338 and 262 nm for derivatives.

### RNA extraction, labeling and microarray analyses and validation

The RNA extraction and labeling of *S. xylosus* either from the inoculum or directly in meat after 24, 48, or 72 h of incubation were carried out as described in Vermassen et al. (2014).

A complete description of the array developed for *S. xylosus* C2a is available at the NCBI Gene Expression Omnibus (GEO) database under platform accession number GPL19201.

Microarrays were analyzed as described in Vermassen et al. (2014). Significant differences in the probe set intensities between the two conditions were identified using a linear model with an empirical Bayes method using all information probes to moderate the standard errors of the estimated log-fold changes (Smyth, 2004). The probabilities were corrected by the Benjamini-Hochberg procedure in order to control the false-discovery rate (FDR) with a *p*-value cut-off of 0.05. All the probes with an FDR = 0.05 are considered to be differentially expressed. Finally, a gene was considered to be differentially expressed if at least 50% of the corresponding probes were differentially expressed and if the ratio of expression was above 2 or lower than 0.5.

Microarray data were validated as described in Vermassen et al. (2014). The targeted genes for qPCR and primer sequences are listed in Supplementary Table 1. The analyses were performed on the same samples of RNA as used for the microarray experiments. The relative fold change of gene expression, using measured *tuf* housekeeping gene expression, was determined by the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001).

### Microarray data accession number

The microarray samples and data have been deposited in the GEO database under accession number GSE69743.

## Results and discussion

### Growth and survival of *S. xylosus* in the meat model and transcriptome profile

*S. xylosus* was collected at the early stationary phase of growth in a minimal medium and was inoculated in the meat model at 7.7 log CFU/g. The growth of *S. xylosus* in the meat model was exponential until 24 h and reached 9.0 log CFU/g and remained almost at this population level until the end of the experiment (72 h).

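The transcriptome of *S. xylosus* C2a was measured on 12 Agilent two-color microarrays, each hybridized with cDNA from bacteria in the meat model and cDNA from the inoculum, one labeled with Cy3 and the other with Cy5. Such an array gives, for each probe, the ratio between both RNA samples rather than an absolute level of expression. The meat model was pork meat with added salt and glucose and kept at 22°C, and the inoculum was a culture in a minimal medium. The paper states 0.47 M NaCl and 0.5% glucose, and the sample labels state 27.7 g/kg NaCl and 5 g/kg glucose. The sample labels give the inoculation as 7 log CFU/g, where the paper gives 7.7 log CFU/g. Each of the 3 time points (24, 48, and 72 h) had 3 biological replicates on 4 arrays. Replicate 1 was hybridized with the meat cDNA in Cy3, replicate 2 with the meat cDNA in Cy5, and replicate 3 on 2 arrays with the dyes exchanged. According to the paper, the inoculum RNA came from part of the cell pellet that was inoculated in the meat. The labels give each inoculum sample a time point and do not say whether the 3 time points of a replicate shared one inoculum. All arrays of 24 h lay on one slide, replicates 1 and 2 of 48 and 72 h lay on another, and replicate 3 of 48 and 72 h lay on a slide of its own.
Each array held 30258 spots, of which 19804 were probes of 2641 genes, with a median of 9 probes per gene. A further 8987 probes lay between genes and 1467 spots were controls, among them 50 blank spots carrying negative-control sequences. The median signal of the gene probes in the meat channel was between 724 and 2305 intensity units at 24 h (median over arrays 1117), between 299 and 2330 at 48 h (median 644), and between 464 and 1119 at 72 h (median 827). In the inoculum channel it was between 482 and 1160 (median 778), between 428 and 1314 (median 579), and between 439 and 2044 (median 671) at the same times. At least 98.1% of the gene probes in the meat channel and 99.1% in the inoculum channel were scored as well above background on each array, and at most 21 gene probes per channel were saturated. The blank spots read between 80.3 and 235 units in the meat channel of 11 arrays and 660 in that of replicate 1 at 72 h. In the inoculum channel they read between 80 and 479 units on those 11 arrays and 1823 on the array of replicate 1 at 72 h. The number of arrays limits the precision of the ratios.

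**Figure D1:**
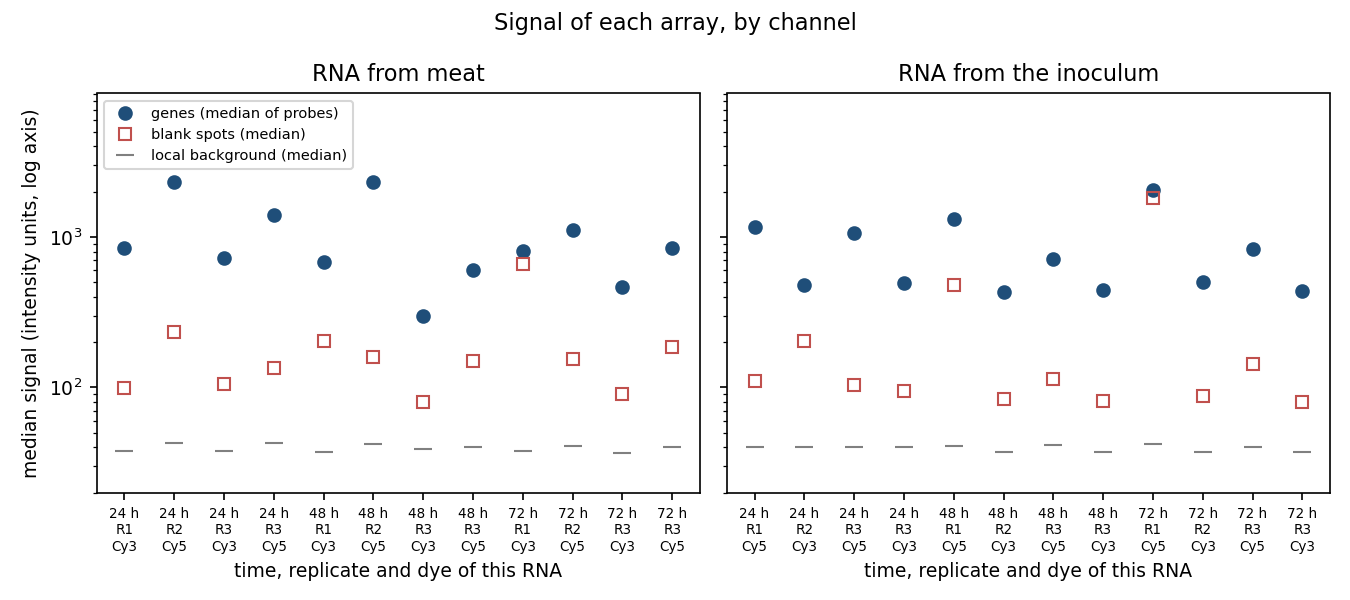
Median signal in intensity units (log axis) of the gene probes, the blank spots and the local background on each of the 12 arrays, with RNA from meat in the left panel and RNA from the inoculum in the right panel. The medians of the blank spots come closest to those of the gene probes in replicate 1 at 72 h, where they read 660 against 808 units in the meat channel and 1823 against 2044 units in the inoculum channel.

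The authors scanned the arrays and quantified the spots with the Feature Extraction software, and deposited the median pixel signal and local background of every spot in both channels. Starting from these signals, the local background was corrected by the normexp method with an offset of 50, outlier spots were left out, and the log2 ratio of meat over inoculum was normalized by loess within each array. The 2 arrays of replicate 3 were averaged, which left 3 values per probe and time point. Differential expression followed the rule of the paper, which does not say over which probes the ratio of a gene is taken. A linear model with empirical Bayes moderation (limma) was fitted to the probes of each time point, with the Benjamini-Hochberg adjustment over all gene probes. A gene was called when at least 50% of its probes had an FDR under 0.05 and the mean ratio was above 2 or below 0.5. This mean was taken over the probes past the FDR, a choice made here after the layout of Supplementary Table 2. The normalization of the paper is described in an earlier article and was not used here. In data simulated with 200 genes changed 4- to 8-fold on the spread of these arrays, the rule recovered 100% of the changed genes at 24 h, 98.5% at 48 h and 88.5% at 72 h, with 2, 2, and 5 false calls.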

The *in situ S. xylosus* response revealed a global change in gene expression during its survival in the meat model by comparison with the inoculum. There were 1337 (658 down- and 679 up-regulated), 1326 (659 down- and 667 up-regulated), and 1070 (540 down- and 530 up-regulated) genes differentially expressed at 24, 48, and 72 h, respectively (Supplementary Table 2). 

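Of the 19804 gene probes, 14945 (75.5%) differed between meat and inoculum at 24 h, 13012 (65.7%) at 48 h, and 8820 (44.5%) at 72 h. By the gene rule, 1419 genes (695 down- and 724 up-regulated) were differentially expressed at 24 h, 1375 genes (689 down- and 686 up-regulated) at 48 h, and 1147 genes (587 down- and 560 up-regulated) at 72 h. They made up 53.7, 52.1, and 43.4% of the 2641 genes on the array. The direction was the same in all 3 replicates for 1416, 1373, and 1146 of the called genes, respectively. The median size of their log2 ratio was 1.76 at 24 h, 1.66 at 48 h, and 1.55 at 72 h. Over all genes the median SD between replicates was 0.20, 0.24, and 0.38 on the log2 scale, so that the replicates spread most at 72 h. A ratio beyond 8-fold was found for 207 called genes at 24 h, 210 at 48 h, and 165 at 72 h.
The counts at 24 and 48 h changed little when a replicate was left out, between 1446 and 1453 genes and between 1348 and 1440 genes. The count at 72 h moved most, to 565 genes without replicate 2, and it was 955 without replicate 1 and 1172 without replicate 3. When all the probes of a gene had to pass the FDR, 638 genes were called at 72 h. An alternative took the ratio over all probes of a gene, from the mean of log2 ratios in place of the mean of ratios. With both changes, 1297, 1222, and 992 genes were called at 24, 48, and 72 h. The ratios of replicate 1 at 72 h, the array with the raised blank spots, had an SD over genes of 1.18 against 1.59 to 1.79 in the other replicates and times.
The probes carry array identifiers that the files do not pair with locus tags or gene names, so that genes are given here by these identifiers. SX#2#C2a#6910, covered by 6 probes, had the highest ratio of the called genes at each time. Its log2 ratio was 5.79 ± 0.27 (SD, n = 3) at 24 h, 6.44 ± 0.38 at 48 h, and 6.23 ± 1.05 at 72 h, with adjusted p of 5.55e-07, 2.09e-05, and 0.00079 from limma on the mean over its probes with Benjamini-Hochberg adjustment over genes. At 72 h its replicates 2 and 3 gave 6.81 and 6.85, and replicate 1 gave 5.02. SX#2#C2a#2488, covered by 8 probes, had the lowest ratio at 72 h. Its log2 ratio was −5.28 ± 0.22 (SD, n = 3) at 24 h, −5.57 ± 0.39 at 48 h, and −5.58 ± 0.72 at 72 h, with adjusted p of 5.64e-07, 2.09e-05, and 0.000758 from the same limma test. Other genes were lower at the earlier times and closer to the inoculum at 72 h. The gene with the lowest ratio at 24 h, covered by 1 probe, had a log2 ratio of −8.60 ± 0.23 (SD, n = 3) at 24 h, −6.63 ± 0.47 at 48 h, and −4.63 ± 1.64 at 72 h. The gene with the lowest ratio at 48 h, covered by 7 probes, had a log2 ratio of −8.29 ± 0.39, −6.80 ± 0.53, and −5.12 ± 1.38 at these times. Their differences between 72 and 24 h were 3.97 (SE 0.68, adjusted p 0.00466 from limma on all times with Benjamini-Hochberg adjustment) and 3.16 (SE 0.61, adjusted p 0.00704). The first lost its adjusted p under 0.05 without replicate 1 (0.105) or 2 (0.078), and the second without replicate 1 (0.132). Both genes lie near each other in the order of the array identifiers, so they may not be independent examples. The first was picked for its lowest ratio at 24 h, which favours a rise from that time.

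**Figure D2:**
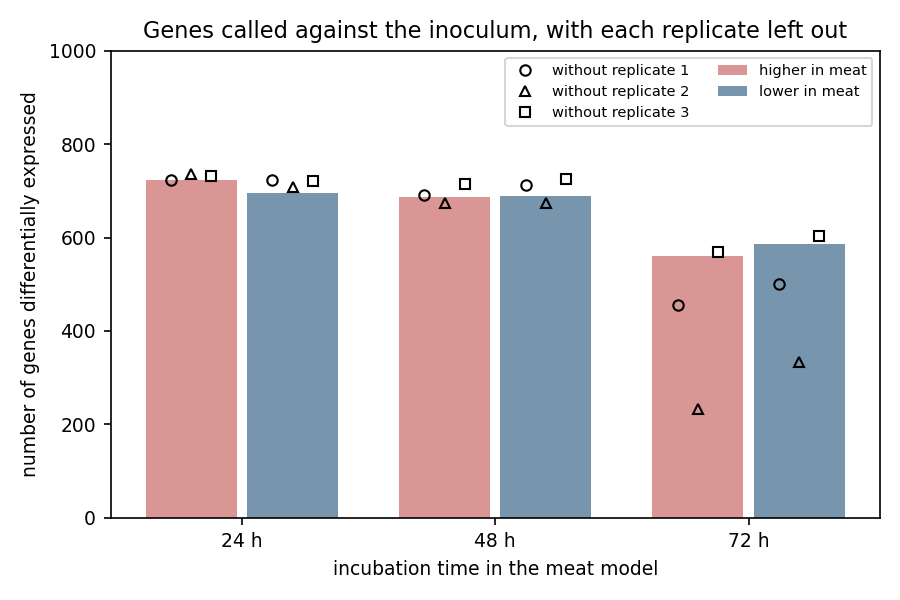
Number of genes differentially expressed against the inoculum at each incubation time, with bars for genes higher and lower in meat over 3 replicates and symbols for the numbers with one replicate left out. At 72 h the bars stand at 560 and 587 genes, and the numbers without replicate 2 fall to 232 and 333.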

Notably, 838 genes were differentially expressed at the three times of incubation. This indicated that major transcriptional changes had occurred at 24 h and lasted throughout the incubation (72 h). These genes were classified into different functional categories: the most represented being information storage and processing, cellular processes and metabolism.

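From the arrays, 899 genes were called at 24, 48, and 72 h, which is 63.4% of those called at 24 h. If the calls of the 3 times were independent of each other, 321 genes would be called at all of them. Of the 899 genes, 420 were up-regulated at the 3 times, 477 were down-regulated at the 3 times, and 2 changed direction. In all, 1734 genes were called at 1 or more times, with 277 called at 24 h only, 96 at 48 h only, and 53 at 72 h only. The number called at all times was 793 without replicate 1, 483 without replicate 2 and 899 without replicate 3, and the smallest number under other settings was 499 when all the probes of a gene had to pass the FDR. With that stricter rule 32.5% of the common genes were up-regulated, against 46.7% under the 50% rule. With the ratio taken from the mean log2 ratio over all probes of a gene, 798 genes were called at the 3 times.
Since the time points of a replicate may have shared one inoculum, error in the inoculum would recur at each time. In 20 simulated sets of unchanged genes compared with shared inocula, the rule called 0 genes at any time. The inoculum and the meat were set to add equal variance on average, drawn independently for each replicate. An inoculum error common to the replicates was therefore not simulated, and the 0 calls do not exclude it. The simulated log2 ratios were nevertheless correlated across genes between times. The median r was 0.58 between 24 and 48 h, 0.47 between 24 and 72 h, and 0.42 between 48 and 72 h. A correlation between times can therefore measure a shared inoculum as well as a shared response. The size of these r follows from the variance given to the inoculum, which was not estimated from the arrays.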

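Across the 2641 genes, the mean log2 ratios at 24 h were correlated with those at 48 h (Pearson r = 0.892, Spearman rho = 0.899) and at 72 h (r = 0.826, rho = 0.855), and those at 48 and 72 h with each other (r = 0.973, rho = 0.973). These correlations are over genes, which are not independent replicates. The ratio had the same sign at 24 and 72 h for 85.3% of the genes. Unchanged genes simulated with shared inocula had the same sign in 65.5% (median of 20 draws). This simulated share rests on the equal variance set for inoculum and meat. The genes called at the 3 times in one direction had a median fold of 4.28 at 24 h, 4.03 at 48 h, and 3.08 at 72 h. Of them, 673 (75.0%) had a smaller ratio in size at 72 h than at 24 h. The means at 72 h include replicate 1, whose SD over genes was 1.794 at 24 h and 1.181 at 72 h. This SD was 1.625 and 1.593 in replicate 2, and 1.784 and 1.729 in replicate 3. Part of the smaller size may therefore come from the array of replicate 1.
The difference between times was tested by limma on the mean log2 ratio of each gene, with all the arrays in one model, and a gene was called at an adjusted p under 0.05 and a difference above 1 on the log2 scale. Between 48 and 24 h, 191 genes differed, 115 of them higher and 76 lower at 48 h. Between 72 and 24 h, 439 genes differed, 230 of them higher and 209 lower at 72 h. Median centring in place of loess gave 282 genes between 72 and 24 h, 180 higher and 102 lower. A set of 177 genes differed from 24 h at both later times. Both comparisons use the same values of 24 h, so that they are not independent of each other. Between 72 and 48 h limma called 0 genes, with an unadjusted p under 0.05 for 200 genes (7.57%, where 5% are due by chance). In simulated data the same test recovered 91.5, 95, and 96% of 200 genes changed 4- to 8-fold in the 3 comparisons. Smaller differences were not simulated, so this recovery does not tell how many of them were missed between 72 and 48 h.
These numbers depended on single replicates. Without replicate 2 limma called 0 genes between 48 and 24 h (462 had an unadjusted p under 0.05) and 117 between 72 and 24 h. Without replicate 1 it called 42 and 119 genes. Without replicate 3 it called 299 and 543 genes, and 89 between 72 and 48 h. Among the other settings the slide as a random block moved the numbers most, to 66 genes between 48 and 24 h and 275 between 72 and 24 h. The slide of 24 h held no other time point, so that no comparison with 24 h could be made within a slide.

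**Figure D3:**
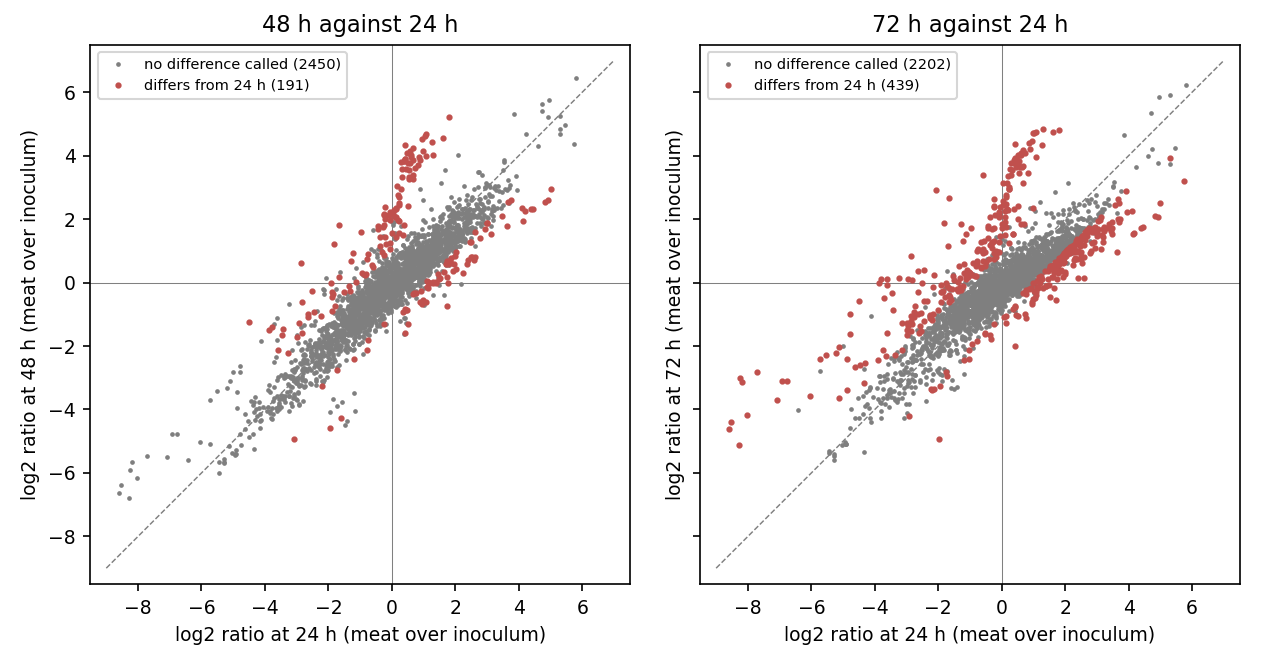
Mean log2 ratio of meat over inoculum of each of the 2641 genes (n = 3 replicates) at 48 h (left panel) and 72 h (right panel) on the vertical axis against 24 h on the horizontal axis, with the dashed line where both are equal. Genes called as different from 24 h are in red, 191 at 48 h and 439 at 72 h.

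From the number of genes common to the 3 times, the paper concludes that major changes in transcription had taken place at 24 h and persisted until 72 h.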

To validate the microarray analysis independently, the relative expression of 45 differentially expressed genes representing more than 5% of the common genes with significantly modified expression was measured by qPCR (Supplementary Table 1). The microarray and qPCR results for the tested genes were strongly correlated for the three times of incubation (24 h: *r*^2^ = 0.931 and slope = 1.235x, 48 h *r*^2^ = 0.918 and slope = 1.273x, 72 h *r*^2^ = 0.893 and slope = 1.394x) and the expected trend in the expression pattern was confirmed (Supplementary Figure 1).

The inoculum of *S. xylosus* was grown in a minimal medium with glucose as sole carbon source, NH_4_ as nitrogen source, 3 vitamins and trace elements. It then has to adapt its physiology to a pork meat model medium with an approximate composition (expressed as g/per 100 g) of proteins (15–22), lipids (1.5–4.0), minerals and trace amounts of carbohydrate (Toldrá, 2007) with glucose and NaCl added in our conditions. Furthermore, it has to adapt to different environmental conditions: pH variations (pH 5.9 in meat vs. 7.0), solid medium vs. liquid one.

### Cell division and cell lysis

Even though *S. xylosus* began a plateau phase at 24 h, it remained metabolically active in the meat model until 72 h, as revealed by the modulation of 60 genes involved in information processing and storage and 36 genes involved in cellular processes (cell division, cell wall/membrane biogenesis) (Table 1, Supplementary Table 2).

**Table 1:** **Genes of ***Staphylococcus xylosus*** discussed in this study differentially expressed over time in meat**.

**Gene ID**	**Gene name**	**Description**	**Mean ratio of expression**		
			**24 h**	**48 h**	**72 h**
**CELL DIVISION AND CELL LYSIS**					
**Replication, recombination, repair, and transcription**					
SXYL_01165	*dnaE*	DNA polymerase III subunit alpha	2.6	3.5	2.6
SXYL_01799		DNA polymerase X family protein	2.4	2.6	2.0
SXYL_01529-30	*parCE*	DNA topoisomerase 4 subunit A, B	5.0^*^	3.8^*^	2.9^*^
SXYL_00016	*dnaB*	Replicative DNA helicase	4.9	4.4	3.7
SXYL_01219	*ruvB*	Holliday junction ATP-dependent DNA helicase RuvB	4.2	3.4	2.5
SXYL_01659	*recG*	ATP-dependent DNA helicase RecG	3.8	4.0	2.6
SXYL_02129	*recQ1*	ATP-dependent DNA helicase RecQ	4.8	7.0	5.0
SXYL_01954	*addA*	ATP-dependent helicase/nuclease subunit A	4.0	3.4	2.4
SXYL_00005-06	*gyrAB*	DNA gyrase subunits A and B	3.7^*^	3.9^*^	2.8^*^
SXYL_02427	*mfd*	Transcription-repair-coupling factor	5.8	6.9	4.2
SXYL_01583	*mutS1*	DNA mismatch repair protein MutS	3.6	4.2	2.9
SXYL_01798	*mutS2*	Endonuclease MutS2	3.2	4.8	3.5
SXYL_02373	*fusA*	Elongation factor G	3.5	2.4	
SXYL_01273	*lepA*	Elongation factor 4	8.4	8.2	5.9
SXYL_00727	*infA*	Translation initiation factor IF-1	5.8	3.2	2.5
SXYL_01186	*infC*	Translation initiation factor IF-3	6.2	4.1	3.9
**Nucleotides transport and metabolism**					
SXYL_02522-21	*xpt, pbuX*	Xanthine phosphoribosyltransferase, Xanthine permease	7.8^*^	3.7^*^	3.6^*^
SXYL_01690	*pyrP*	Uracil permease	16.2	6.3	4.1
SXYL_02420	*hpt*	Hypoxanthine phosphoribosyltransferase	6.7	4.0	2.7
SXYL_00017	*purA*	Adenylosuccinate synthetase	13.2	8.6	5.0
SXYL_00796	*pdp*	Pyrimidine-nucleoside phosphorylase	2.0	2.8	2.5
SXYL_00821	*upp*	Uracil phosphoribosyltransferase	9.6	8.2	6.1
SXYL_01689-85	*pyrBC, carAB, pyrF*	UMP biosynthesis	7.8^*^	5.0^*^	2.9^*^
SXYL_00807	*pyrG*	CTP synthase	5.7	5.2	4.3
**Division**					
SXYL_01703	*ftsA*	Cell division protein FtsA	2.9	2.8	2.6
SXYL_01801	*zapA*	Cell division protein ZapA	2.7	2.2	2.2
SXYL_01704	*divIB*	Cell division protein DivIB	4.8	3.5	2.7
SXYL_00848		Cell division protein, FtsW/RodA/SpoVE family	4.1	2.6	2.0
SXYL_01212	*mreD*	Cell shape-determining protein MreD	3.2	3.0	2.4
SXYL_01651	*smc*	Chromosome partition protein Smc	3.5	3.6	2.2
SXYL_01699	*sepF*	Cell division protein sepF	0.3	0.2	0.3
SXYL_01710	*mraZ*	Protein MraZ	0.3	0.1	0.2
SXYL_00116	*sceD2*	Probable transglycosylase SceD 2	34.5	31.9	49.3
**Peptidoglycan synthesis**					
SXYL_00822	*mnaA*	UDP-N-acetylglucosamine 2-epimerase	8.5	6.6	4.5
SXYL_01425	*murG*	UDP-N-acetylglucosamine-tr ansferase	2.4	2.9	2.3
SXYL_02467	*sle1*	N-acetylmuramoyl-L-alanine amidase Sle1	5.7	5.2	6.1
SXYL_01706-05	*mraY, murD*	Phospho-N-acetylmuramoyl-pentapeptide-transferase, UDP-N-acetylmuramoylalanine–D-glutamate ligase	8.3^*^	5.0^*^	3.1^*^
SXYL_01914	*murE*	UDP-N-acetylmuramoyl-L-alanyl-D-glutamate–L-lysine ligase	6.2	5.2	3.6
SXYL_02166	*uppP*	Undecaprenyl-diphosphatase	2.5	2.3	2.2
SXYL_01624	*uppS*	Isoprenyl transferase	6.1	3.0	2.5
SXYL_01707	*pbp1*	Penicillin-binding protein 1	4.3	2.7	2.0
SXYL_01304	*pbp3*	Penicillin-binding protein 3	2.6	3.3	2.7
**Teichoic acid synthesis**					
SXYL_02208	*tagD*	Glycerol-3-phosphate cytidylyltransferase	0.2	0.2	0.3
SXYL_01022		Teichoic acid translocation permease protein	6.4	5.9	4.6
SXYL_01987-90	*dltDCBA*	Teichoic acid biosynthesis	7.6^*^	4.7^*^	2.6^*^
**Membrane proteins**					
SXYL_01650	*ftsY*	Signal recognition particle receptor FtsY	4.2	4.8	3.0
SXYL_00842	*yidC*	Membrane protein insertase YidC	2.7	2.0	2.1
SXYL_02419	*ftsH*	ATP-dependent zinc metalloprotease FtsH	11.7	12.0	8.2
**Lipid/Phospholipid synthesis**					
SXYL_01167-68	*accDA*	Acetyl-coenzyme A carboxylase carboxyl transferase subunit beta and alpha	3.6^*^	3.7^*^	3.0^*^
SXYL_01326-27	*accBC*	Acetyl-CoA carboxylase, biotin carboxyl carrier protein and carboxylase subunit	5.6^*^	3.2^*^	2.4^*^
SXYL_01655-54	*fabDG*	Malonyl CoA-acyl carrier protein transacylase, 3-oxoacyl-[acyl-carrier protein] reductase	8.9^*^	8.6^*^	5.1^*^
SXYL_01944-43	*fabHF*	3-oxoacyl-[acyl-carrier-protein] synthase 3 and 2	2.7^*^	2.6^*^	2.1
SXYL_01921	*fabI*	Enoyl-[acyl-carrier-protein] reductase [NADPH]	2.5	2.3	
SXYL_01656	*plsX*	Phosphate acyltransferase	13.3	9.8	6.6
SXYL_01657	*fapR*	Transcription factor FapR	8.0	5.1	3.2
**Regulator/Sensor**					
SXYL_01427-28	*arlSR*	Signal transduction histidine-protein kinase ArlS, Regulator ArlR	2.6^*^	3.9^*^	2.8^*^
SXYL_00951	*vraS*	Sensor protein VraS	3.8	4.6	2.7
**Lysis**					
SXYL_00365-67	*cidABC*	Holin-like proteins CidA and CidB, Pyruvate oxidase	23.4^*^	10.4^*^	9.1^*^
SXYL_00494	*lrgA*	Antiholin-like protein LrgA		2.6	
SXYL_01730-82		Phage proteins		13,9^*^	14.1^*^
SXYL_01785		Phage repressor-like protein	0.3	0.4	0.5
SXYL_01783		Phage antirepressor protein	2.8	24.6	22.2
**CARBOHYDRATE METABOLISM**					
SXYL_00699	*glcU*	Glucose uptake protein	10.2	7.8	5.4
**Pentose phosphate pathway**					
SXYL_00698	*gdh*	Glucose 1-dehydrogenase	3.0	3.2	2.8
SXYL_00361		Gluconolactonase	3.9	3.4	2.5
SXYL_00438-40	*gntRKP*	Gluconate Repressor, Kinase, Permease	19.8^*^	38.6^*^	16.1^*^
SXYL_00568	*rpi*	Ribose-5-phosphate isomerase		2.5	3.0
**EMBDEN-meyerhof-parnas pathway**					
SXYL_01308	*glkA*	Glucokinase	2.8	2.9	
SXYL_02069-67	*pgk, tpiA, gpmI*	Phosphoglycerate kinase, Triosephosphate isomerase, 2,3-bisphosphoglycerate-independent phosphoglycerate mutase	6.5^*^	4.5^*^	3.1^*^
**Pyruvate metabolism**					
SXYL_00250		L-lactate permease		2.5	2.6
SXYL_00170	*lqo*	L-lactate-quinone oxidoreductase	2.5		
SXYL_00276	*ldhB*	L-lactate dehydrogenase	0.2	0.3	0.4
SXYL_01023-24	*pflAB*	Formate acetyltransferase	2.2^*^	2.3^*^	2.1^*^
SXYL_01839-42	*pdhABCD*	Pyruvate dehydrogenase complex	3.7^*^	3.4^*^	2.9^*^
SXYL_00194	*lplA*	Lipoate-protein ligase A	6.4	11.3	6.1
SXYL_02616		Acetate-CoA ligase	3.5	4.3	3.6
**TCA CYCLE AND RESPIRATORY CHAIN**					
SXYL_01793-95	*sdhABC*	Succinate dehydrogenase	3.0^*^	4.4^*^	3.5^*^
SXYL_01636-37	*sucCD*	Succinyl-CoA synthase		2.5^*^	2.2^*^
SXYL_00579	*mqo*	Malate:quinone oxidoreductase	5.0	6.3	4.7
SXYL_00824-31	*atpBEFHAGDC*	F0F1-type ATP synthase	8.7^*^	5.5^*^	4.0^*^
SXYL_00823	*atpI*	Putative ATP synthase protein I	7.3	3.7	2.6
SXYL_00539-42	*narGHIJ*	Respiratory nitrate reductase	4.2^*^	4.4^*^	3.1^*^
SXYL_00534-36	*nirBD, sirB*	Nitrite reductase	6.3^*^	3.6^*^	3.3^*^
SXYL_00547	*narT*	Nitrate transporter NarT	2.3		
SXYL_00530		Formate/nitrite transporter	2.9	2.2	2.4
**Regulators**					
SXYL_00544	*nreB*	Oxygen sensor histidine kinase NreB	2.1		
SXYL_01366	*srrB*	Sensor histidine kinase SrrB	2.7	2.1	
SXYL_00883	*rex*	Redox-sensing transcriptional repressor Rex	0.4	0.4	0.4
**COFACTOR, VITAMIN SYNTHESIS**					
**Molybdenum**					
SXYL_00675-77	*modABC*	Molybdate ABC transporter	5.5^*^	5.0^*^	3.7^*^
SXYL_00682-87	*moeA, mobAB, moaAE*	Molybdenum biosynthesis	3.0^*^	3.1^*^	2.9^*^
SXYL_00679	*moeB*	Molybdopterin biosynthesis protein MoeB	2.1	1.8	1.7
**Heme**					
SXYL_01196-99	*hemCDBL1*	Heme biosynthesis	3.3^*^	4.0^*^	3.2^*^
SXYL_01274	*hemN*	Oxygen-independent coproporphyrinogen oxidase III	6.6	5.0	3.2
SXYL_00972	*hemL2*	Glutamate-1-semialdehyde 2,1-aminomutase 2	3.1	3.3	2.5
SXYL_01040-41	hemHG	Heme biosynthesis	4.2^*^	4.9^*^	5.6^*^
SXYL_01819	*ctaB*	Protoheme IX farnesyltransferase	2.8		2.5
SXYL_00751-53	*htsABC*	heme transport system	2.9^*^	2.8^*^	2.4^*^
SXYL_00755	*isdG*	Heme-degrading monooxygenase	0.2	0.2	0.3
SXYL_00749	*sfaB*	Siderophore biosynthesis protein, IucA/IucC family	0.1	0.2	0.2
SXYL_00944	*ftnA*	Ferritin	0.2	0.3	0.4
**Menaquinone**					
SXYL_01079-80	*menEC*	Menaquinone biosynthesis	2.3	2.8^*^	2.1
SXYL_01891-92	*menHD*	Menaquinone biosynthesis	3.2^*^	5.2^*^	4.2^*^
**Riboflavin**					
SXYL_01097-100	*ribDEBAH*	Riboflavin biosynthesis protein	0.2^*^	0.2^*^	0.3^*^
**Folate**					
SXYL_02414-16	*folKBP*	Folate biosynthesis	5.1^*^	5.1^*^	3.4^*^
SXYL_01203	*folC*	Tetrahydrofolate synthase	3.6	2.2	
SXYL_01872	*folD*	Bifunctional protein FolD	7.3	4.6	3.3
SXYL_01261	*aroE*	Shikimate dehydrogenase	4.4	4.3	2.7
**PEPTIDE AND AMINO ACID METABOLISM**					
**Transport**					
SXYL_00300-02		Oligopeptide ABC transporter	2.9^*^	2.9^*^	2.3^*^
SXYL_01184	*lysP*	Lysine-specific permease	7.1	6.9	4.5
SXYL_01528		Sodium:alanine symporter	5.11		
SXYL_01919		Sodium:alanine symporter	0.45		2.78
SXYL_02518	*gltT*	Proton/sodium-glutamate symporter	2.3		
**Peptidase**					
SXYL_01247-48		U32 family peptidases	5.8^*^	4.5^*^	3.2^*^
SXYL_00957	*ampS*	Leucyl aminopeptidase	3.4	2.7	2.2
SXYL_00948	*map*	Methionine aminopeptidase	3.0	3.0	2.0
**Valine, leucine, isoleucine**					
SXYL_00867-75	*ilvA, leuDCBA, ilvCNBD1*	Valine, leucine, isoleucine biosynthesis	0.3^*^	0.1^*^	0.1^*^
SXYL_02469	*ilvD2*	Dihydroxy-acid dehydratase	0.2	0.1	0.1
SXYL_01337-40	*lpdA, bkdA1A2*	alpha-keto acid dehydrogenase complex	4.9^*^	3.7^*^	2.8^*^
**Tryptophan, phenylalanine, tyrosine**					
SXYL_01383-85	*aroABC*	Aromatic acid biosynthesis	0.3^*^	0.3^*^	0.2^*^
SXYL_02022	*aroD*	3-dehydroquinate dehydratase	0.2	0.3	0.3
SXYL_01497	*trpA*	Tryptophan synthase alpha chain	0.4	0.4	0.5
SXYL_01128		DAHP synthetase-chorismate mutase	0.1	0.0	0.1
**Histidine**					
SXYL_00460-68	*hisZGDCBHAFI*	Histidine biosynthesis	0.1^*^	0.1^*^	0.1^*^
Cysteine, methionine					
SXYL_02644	*metE*	5-methyltetrahydropteroyltriglutamate–homocysteine methyltransferase	0.1	0.1	0.2
SXYL_00372		D-cysteine desulfhydrase	0.3	0.4	0.4
**Arginine**					
SXYL_00238-41	*rocD1, argCJB*	Arginine biosynthesis	0.3^*^	0.2^*^	0.3^*^
SXYL_00252	*arcB*	Ornithine carbamoyltransferase	0.3	0.3	0.4
SXYL_01961-62	*argGH*	Arginine biosynthesis	0.3^*^	0.2^*^	0.2^*^
SXYL_01355	*proC*	Pyrroline-5-carboxylate reductase	0.3	0.3	0.3
**Aspartate**					
SXYL_01002	*panD*	Aspartate 1-decarboxylase	0.4	0.2	0.2
SXYL_01558		Aspartokinase	0.4	0.3	0.4
SXYL_01373	*asnA*	L-asparaginase	2.6	2.8	2.4
**Glutamate, glutamine**					
SXYL_01964	*gluD1*	Glutamate dehydrogenase		2.3	
SXYL_02326	*gluD2*	Glutamate dehydrogenase	3.5		
SXYL_02459-61	*gltBCD*	Glutamate synthase	2.6^*^		
SXYL_00105		Membrane protein, EutH superfamily	20.3	29.3	12.9
SXYL_00106		Short-chain dehydrogenase	41.3	29.4	13.9
SXYL_00107	*glnA2*	Glutamine synthetase	41.7	29.2	15.7
SXYL_00108		Aldehyde dehydrogenase	41.3	29.5	15.4
**RESPONSE TO OSMOTIC STRESS**					
SXYL_01536	*mscL*	Large-conductance mechanosensitive channel	0.3	0.2	0.3
**Synthesis and accumulation of osmoprotectant**					
SXYL_00488-91	*opuCABCD*	Glycine betaine/carnitine/choline ABC transporter	24.8^*^	6.1^*^	4.3^*^
SXYL_00486	*lcdH*	L-carnitine dehydrogenase	22.8	5.0	3.3
SXYL_00223-26	*cudTCA, betA*	Glycine betaine/carnitine/choline ABC transporter	7.9^*^	3.7^*^	3.4^*^
SXYL_01171	*aapA*	D-serine/D-alanine/glycine transporter	2.6	2.8	2.3
SXYL_00317		D-serine/D-alanine/glycine transporter	4.9	6.1	4.4
SXYL_02528-29	*sdaAA1AB1*	L-serine dehydratase, alpha subunit and beta subunit	3.8^*^	5.0^*^	4.0^*^
SXYL_00820	*glyA*	Serine hydroxymethyltransferase	10.7	7.4	5.4
SXYL_01084	*metK*	S-adenosylmethionine synthetase	6.8	8.3	4.8
SXYL_02526		Sodium:dicarboxylate symporter	11.2	3.7	
**Na**^+^**/H**^+^ **antiporter**					
SXYL_01970-76	*mnhA1B1C1D1E1F1G1*	Na(+)/H(+) antiporter	6.1^*^	6.3^*^	3.4^*^
SXYL_02220-26	*mnhG2F2E2D2C2B2A2*	Na(+)/H(+) antiporter	4.8^*^	4.6^*^	2.8^*^
**Regulator**					
SXYL_00859	*rsbU*	Serine phosphatase RsbU, regulator of sigma subunit	4.2	2.9	2.8
SXYL_00860	*rsbV*	Anti-sigma-B factor antagonist	0.3	0.2	0.2
SXYL_00861	*rsbW*	Serine-protein kinase RsbW	0.2	0.2	0.2
**STRESS RESPONSE AND PIGMENTATION**					
SXYL_01551	*katB*	Catalase B	0.2	0.3	0.4
SXYL_02533	*katC*	Catalase C	0.2	0.2	0.2
SXYL_01572	*bsaA*	Glutathione peroxidase	0.2	0.4	0.4
SXYL_00374		Thioredoxin	0.1	0.2	0.2
SXYL_00051-54	*crtPQMN*	pigment biosynthesis	7.8^*^	6.3^*^	3.9^*^
SXYL_00358	*mvaS*	3-hydroxy-3-methylglutaryl CoA synthase	2.2		
SXYL_00359-60	*mvaCA*	Acetyl-CoA acetyltransferase, Hydroxymethylglutaryl-CoA reductase	2.4^*^	2.2^*^	
SXYL_02258-56	*mvaK1DK2*	Mevalonate kinase, Diphosphomevalonate decarboxylase, Phosphomevalonate kinase	5.0^*^	4.4^*^	2.9^*^
SXYL_00599	*fni*	Isopentenyl-diphosphate delta-isomerase	2.2	3.2	2.5
SXYL_01332	*ispA*	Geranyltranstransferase	4.6	3.8	2.5
SXYL_00309		Universal stress protein	0.1	0.2	0.2
SXYL_01162		Universal stress protein	0.2	0.2	0.2
SXYL_00196		General stress protein	0.0	0.0	0.0

* *Means of the expression of the clustered genes differentially expressed*.

The response of the information storage group consisted of 60 genes that were mostly up-regulated, 19 of which were involved in DNA replication and recombination, such as polymerases (*dnaE*, SXYL_01799), topoisomerase IV (*parCE*), helicases (*dnaB, ruvB, recG, recQ1, addA)*, gyrases (*gyrAB*) and mismatch repair (*mfd, mutS1, mutS2*) (Table 1). Thirty genes were involved in translation, such as genes encoding ribosomal proteins, amino-acyl tRNA ligases and proteins involved in synthesis of queuosines, which are modified nucleosides present in certain tRNAs (Supplementary Table 2). Furthermore, the gene *fusA* encoding the elongation factor G and the gene *lepA*, a ribosomal elongation factor that recognizes ribosomes after a defective translocation reaction and induces a back-translocation, and two genes *infA* and *infC* encoding translation initiation factors were up-regulated (Table 1).

Fourteen genes involved in nucleotide transport and metabolism were up-regulated (Table 1). This metabolism derived from the salvage of preformed extracellular nucleobases as highlighted by *pbuX* encoding a xanthine permease and *pyrP* a uracil permease. In meat, ATP is rapidly split into ADP and subsequently into AMP and IMP, which is degraded to inosine and hypoxanthine and further oxidized to xanthine (Battle et al., 2000, 2001). Other nucleotide metabolites are present in pork meat such as uracil (Battle et al., 2000). Together with the gene *pbuX*, three other genes (*xpt, hpt, purA*) encoding functions involved in the conversion of purine bases into nucleotides (IMP, XMP, GMP) were overexpressed. Adenine and guanine compounds are interconvertible through the intermediate formation of IMP. Similarly, in addition to *pyrP*, eight genes (*pdp, upp, pyrBC, carAB, pyrF, pyrG*) encoding functions involved in the production of UMP and CTP were identified. These genes encode enzymes that belong to either purine or pyrimidine salvage and interconversion pathways as well described for *Bacillus subtilis* (Switzer et al., 2002). The ability of coagulase-negative staphylococci to metabolize adenosine and inosine in a meat simulation medium has been demonstrated and these compounds may serve as potential alternative energy sources (Janssens et al., 2014).

Eight genes involved in cell division were overexpressed (Table 1). Division requires the participation of numerous proteins that can be functionally discriminated in Z-ring organizing proteins, which are involved in peptidoglycan construction and regulatory proteins (den Blaauwen, 2013). The first step is the polymerization of the FtsZ-ring with a number of Z-ring associated proteins such as FtsA and ZapA encoded by *ftsA* and *zapA*. The genes *divIB*, SXYL-00848 encoding proteins associated with septum synthesis and *mreD* involved in cell shape were up-regulated. In *S. xylosus* the genes *ftsA* and *divIB* belonged to a cluster of genes governing cell division and peptidoglycan synthesis as already established for several bacteria including *S. aureus* (Margolin, 2000). The gene *smc*, which plays a role in chromosome partitioning was up-regulated and two genes (*sepF, mraZ*) encoding proteins involved in septation and separation of one cell into two daughter cells were down-regulated. Finally, the gene *sceD2* encoding a transglycosylase potentially able to cleave peptidoglycan and affect separation of bacterial cells was highly up-regulated.

Concomitantly, 8 genes (*mnaA, murG, sle1, mraY, murD, murE, uppP, uppS*) involved in peptidoglycan synthesis and two genes (*pbp1, pbp3*) encoding penicillin-binding proteins involved in its translocation across the membrane were up-regulated (Table 1). The *arlSR* genes, which encode the two-component regulatory system ArlSR, were up-regulated. An *arlS* mutant in *S. aureus* exhibited altered activity of peptidoglycan hydrolases, which participate in important processes occurring during cell growth and division, such as cell wall synthesis, peptidoglycan turnover and recycling (Fournier and Hooper, 2000). Also, *vraS* encoding the sensor protein of the two-component system VraSR was overexpressed in *S. xylosus*. In *S. aureus*, VraSR positively modulates the regulation of the cell wall biosynthesis pathway (Kuroda et al., 2003). The *tag*D gene encoding the synthesis of teichoic acids was down-regulated in *S. xylosus*, while the gene SXYL_01022 and the *dlt* operon encoding, respectively, a permease protein involved in their translocation across the membrane and proteins involved in their alanylation were up-regulated.

Sixteen genes encoding membranous proteins were modulated, with 12 of them up-regulated (Table 1, Supplementary Table 2). Among these, we identified *ftsY*, which encodes FtsY involved in targeting and insertion of nascent membrane proteins into the cytoplasmic membrane, and *yidC*, which encodes YidC, which functions as a membrane protein insertase independent of the Sec protein–conducting channel. YidC can also assist in the lateral integration and folding of membrane proteins that insert into the membrane via the Sec pathway (Samuelson et al., 2000). The *ftsH* gene was involved in the quality control of integral membrane proteins.

In parallel, 13 genes involved in membrane lipid synthesis were up-regulated (Table 1). The mechanism of fatty acid synthesis is conserved and proceeds in two stages: initiation and elongation (Schujman and de Mendoza, 2008). The *accDA* genes encode the two subunits of carboxyltransferase, while the *accBC* genes encode the biotin acetyl CoA carboxylase, all of which are involved in the initiation step. In *B. subtilis*, the transcription of the operon *accBC* is under growth rate control, the rate of transcription decreasing with decreased growth (Marini et al., 2001). The genes *fabDG, fabHF, fabI* are involved in the elongation step, while *plsx* is involved in phospholipid synthesis. PlsX in *B. subtilis* plays an important role in the coordination of production of fatty acids and phospholipids (Schujman et al., 2003). FapR is a global transcriptional repressor that controls the expression of the *fap* regulon including all the *fab* genes and the *plsx* one (Schujman et al., 2003). The binding of FapR to its DNA targets is specifically inhibited by malonyl-CoA, a cellular pool that provides a mechanism for sensing the status of fatty acid synthesis. In our conditions, up-regulation of *acc* genes could lead to malonyl-CoA that can control the activity of FapR encoded by *fabR* up-regulated.

Fifty-one genes involved in cell lysis were modulated (Table 1, Supplementary Table 2). The *cidABC* cluster was overexpressed. In *S. aureus*, Cid and Lrg proteins are involved in the control of cell lysis (Ranjit et al., 2011). The *S. aureus cid* operon expresses two overlapping transcripts: a full-length *cidABC* transcript that is expressed at low levels during exponential growth and a *cidBC* transcript also expressed during exponential growth but at high levels (Rice et al., 2004). In *S. xylosus*, the *cidA* gene was highly overexpressed by comparison with the *cidB* and *cidC* genes (Supplementary Table 2). In *S. aureus, cidA* encodes a holin-like protein with a positive effect on murein hydrolase activity and *lrgA* encodes an antiholin-like protein with an inhibitory effect on these enzymes (Ranjit et al., 2011). In *S. aureus*, the *cidA* mutant displayed decreased lysis during biofilm formation while the *lrgAB* mutant was shown to increase lysis (Mann et al., 2009). In our conditions, the very high expression of *cidA* compared with expression of *lrgA* led us to suppose that cell lysis occurred during the survival of *S. xylosus* in the meat model.

Furthermore, a cluster of 46 genes (SXYL_01730-88) encoding phage proteins was modulated with 44 highly up-regulated at 48 and 72 h of incubation (Table 1, Supplementary Table 2). The gene SXYL_01785 encoding a phage repressor-like protein was down-regulated, while the gene SXYL_01783 coding a phage antirepressor protein was highly up-regulated. In *Salmonella* phage P22, the antirepressor overcomes the repressor protein involved in the maintenance of lysogeny (Levine et al., 1975). Consequently, in our meat model, particularly after 48 and 72 h of incubation, 44 genes involved in phage multiplication reflecting a lytic phase were highly up-regulated. Moreover, we have shown that a lytic phage can be induced by mitomycin C in *S. xylosus* C2a (data not shown).

Taken together these results (many up-regulated genes involved in DNA machinery, cellular process, cell lysis and the *S. xylosus* population remaining stable) suggested that a balance between cell division and cell lysis could be observed in our meat model up to 72 h.

### Glucose and lactate catabolized simultaneously

The concentrations of glucose added to the meat model and of lactate originating from the meat were close at T0 and decreased similarly during incubation to undetectable levels at 72 h (Table 2). Concomitantly, an increase of acetate was noted in the meat model throughout incubation associated with a small pH decrease of 0.27 after 48 h of incubation. *S. xylosus* produced mainly acetate as end-product and simultaneously metabolized glucose and lactate in the meat model. It has been shown that *S. aureus* is able to grow using glucose and lactate simultaneously to form acetate under aerobiosis (Ferreira et al., 2013).

**Table 2:** **Glucose and lactate consumption and acetate production in a meat model over time**.

**Sampling**	**Glucose/100 g**		**Lactate/100 g**		**Acetate/100 g**		**pH**
**(h)**	**mg**	**mmole**	**mg**	**mmole**	**mg**	**mmole**	
0	633	35	763	85	0	0	5.82
24	521	29	510	57	72	12	5.65
48	248	14	256	28	182	30	5.55
72	0	0	0	0	262	44	5.68

Our transcriptomic data revealed that several genes involved in carbohydrate metabolism were overexpressed (Table 1, Figure 1). Glucose could be transported by the glucose uptake protein (GlcU). Then it could be metabolized via the glucose 1-dehydrogenase (Gdh). In *S. xylosus*, the genes *glcU* and *gdh* are co-localized and co-expressed, suggesting that GlcU recruited glucose for glucose dehydrogenase (Fiegler et al., 1999). GlcU serves in addition to PTS in taking up glucose during *S. xylosus* growth in laboratory medium (Fiegler et al., 1999). The Gdh and gluconolactonase activities resulted in formation of gluconate and consequently there was overexpression of the cluster *gntRKP*, encoding the repressor protein, gluconate kinase and gluconate permease, respectively, and involved in gluconate utilization *via* the pentose phosphate (PP) pathway (Table 1). For *Bacillus subtilis*, expression of *gnt* is derepressed in the presence of gluconate (Fujita and Fujita, 1987; Yoshida et al., 1995). In our conditions, gluconate 6-P could be further metabolized *via* the PP pathway and entered the Embden-Meyerhof-Parnas (EMP) pathway via D-glyceraldehyde 3-P (Table 1, Figure 1). In parallel, the gene *glkA* encoding glucokinase could fuel the EMP pathway with four genes up-regulated (Table 1). Deviation of part of the catabolism of glucose to the PP pathway could be an advantage as it will generate two NADH contributing to the redox status.

**Figure 1:**
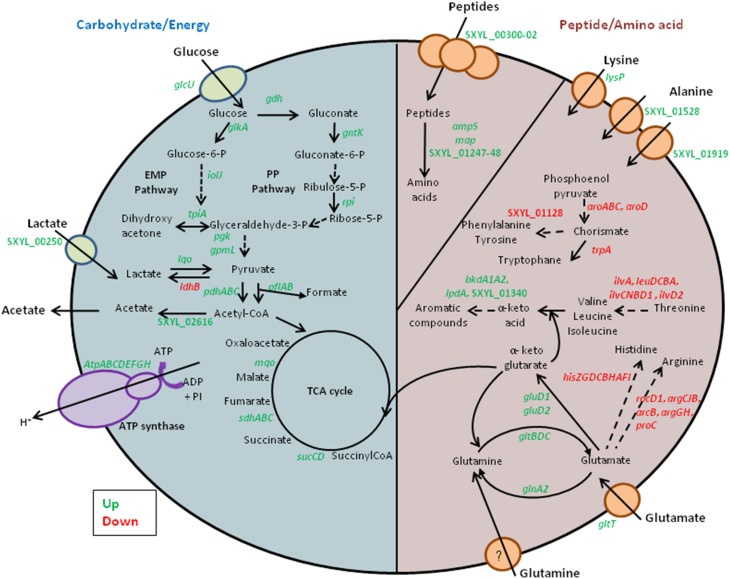
**Summary of the carbohydrate, peptide and amino acid metabolism in ***Staphylococcus xylosus*** in a meat model**.

Finally, lactate used as carbohydrate substrate could be imported *via* the L-lactate permease encoded by the gene SXYL_00250, which is overexpressed in the meat model, and catabolized to pyruvate by the lactate-quinone oxidoreductase encoded by *lqo*, which was also overexpressed (Table 1, Figure 1). *S. aureus* consumes lactate by a lactate-quinone oxidoreductase that is critical to respiratory growth on L-lactate (Fuller et al., 2011). Interestingly, *ldhB* encoding lactate dehydrogenase was down-regulated (Table 1, Figure 1). Pyruvate could be catabolized to acetyl-CoA by both formate acetyltransferase and the pyruvate dehydrogenase complex (PDH) (Table 1). Moreover the *lplA* gene encoding a lipoate-protein ligase A responsible for lipoylation in the presence of exogenous lipoic acid, a factor required for PDH, was also up-regulated (Table 1). Acetyl CoA could therefore be catabolized to acetate by acetate-CoA ligase encoded by SXYL_02616 and excreted in the meat model as early as the first 24 h of incubation (Tables 1, 2).

In our conditions, 100% of the two carbon sources (glucose and lactate) were consumed toward EMP and PP (Table 2, Figure 1). Their catabolism generated acetyl-CoA with 55% (up to 170 mmoles) arising from lactate and 45% (up to 140 mmoles) from glucose. Acetyl-CoA can be then catabolized in acetate or feed the TCA cycle. Only small amounts of acetate were formed (Table 2). So we can hypothesize that the acetyl-CoA to acetate conversion rate did not exceed 14%.

### TCA cycle and respiratory chain

Acetyl-CoA is catabolized through the tricarboxylic acid (TCA) cycle, which is a central pathway for the catabolism of carbohydrate, fatty and amino acids, which enter the cycle at several points. Some TCA cycle genes were up-regulated in the meat model, such as the succinate dehydrogenase (*sdhABC*), succinyl-CoA synthase (*sucCD*), and malate:quinone oxidoreductase (*mqo*) genes (Table 1). For *S. aureus* in biofilm, it was found that the up-regulation of succinate dehydrogenase genes is an advantage under oxygen-limited conditions (Gaupp et al., 2010). The succinate dehydrogenase is involved in the electron transfer of the respiratory chain driving ATP synthesis. We observed that 8 genes encoding the F_0_F_1_-type ATP synthase (*atpBEFHAGDC*) and the gene *atpI*, upstream of the *atp* genes and encoding a putative ATP synthase protein I, were highly overexpressed and could furnish energy for the survival of *S. xylosus* in meat (Table 1, Figure 1).

The overexpression of several genes involved in the EMP and PP pathways, of the clusters *nar* and *nir* related to nitrate respiration, although nitrate was not present, of the nitrate and formate/nitrite transporter genes and of *pfl* encoding formate acetyl transferase, suggested anaerobic conditions (Table 1), as already mentioned for *S. aureus* grown *in vitro* in the absence of oxygen (Fuchs et al., 2007). The two-component regulatory system NreBC, which is considered as an oxygen-sensing system, stimulates the expression of genes of nitrate respiration under anaerobic conditions in *S. carnosus* and *S. aureus* (Schlag et al., 2008; Reinhart et al., 2010). The targets are the genes encoding the nitrate and nitrite reductases and the nitrate transporter. In our conditions, the regulatory gene *nreB* was up-regulated at 24 h of growth, thus explaining the up-regulation of *nar, nir*, and *narT* (Table 1). Moreover, *ssrB* encoding a sensor that autophosphorylates in the absence of O_2_ was up-regulated. This two-component system SrrAB is induced under oxygen-limiting conditions in staphylococci (Green et al., 2014). In *S. aureus*, a redox-sensing transcriptional repressor Rex is involved in the regulation of anaerobic gene expression (Pagels et al., 2010). The binding activity of Rex is enhanced by NAD^+^ while NADH decreases it. Rex regulates the expression of pathways that lead to anaerobic NAD^+^ regeneration, nitrate respiration and ATP synthesis. In our study, the transcription of *rex* was down-regulated and could explain the overexpression of genes involved in EMP and PP pathways, nitrate respiration and ATP synthesis.

### Cofactor, vitamin synthesis

In the meat model, *S. xylosus* overexpressed the cluster *modABC* encoding the molybdate ABC-type transporter and six genes, including *moeB*, of the cluster involved in the synthesis of the molybdenum cofactor (Table 1). In *S. carnosus*, anaerobic growth conditions enhanced transcription of *moeB* (Neubauer et al., 1998). Moreover, *S. carnosus* mutants defective either in *modABC* or in *moeB* were defective in nitrate reductase activity, the nitrate reductase being a molybdoenzyme (Neubauer et al., 1999). As we mentioned above, *S. xylosus* in the meat model also up-regulated the cluster *nar* encoding the nitrate reductase.

The cluster *hemCDBL1* and five other genes (*hemN, hemL2, hemHG, ctaB*) encoding proteins involved in the synthesis of heme were up-regulated (Table 1). Heme is vital to many biological systems and a multitude of redox enzymes engage heme as a catalyst of electron transfer. *S. aureus* can employ heme as a cofactor required for respiration, both by aerobic electron transport and by the anaerobic nitrate reductase complex (von Eiff et al., 2006). Moreover, the cluster *htsABC* encoding a heme transport system was up-regulated in *S. xylosus* (Table 1). In *S. aureus*, inactivation of HtsABC reduced its ability to import heme iron (Skaar et al., 2004). Heme can be an iron source, but in the meat model *S. xylosus* down-regulated the gene *isdG* encoding a heme-degrading monooxygenase that promotes catalytic degradation of heme with subsequent release of iron. Furthermore, there was down-regulation of *sfaB* belonging to the cluster *sfa* involved in synthesis of the siderophore staphyloferrin A and of *ftnA* involved in iron storage (Table 1). Thus, in the meat model, i.e., in iron-replete conditions, the synthesis of heme is more probably intended for proteins involved in respiration, such as succinate dehydrogenase encoded by *sdh* (Table 1). The genes *menEC* and *menHD* involved in synthesis of menaquinone from chorismate were overexpressed (Table 1). Menaquinone is an important cofactor that is exploited in electron transport pathways. Menaquinone biosynthesis in facultative anaerobes is increased by anaerobiosis and in *S. aureus* menaquinone deficiency is accompanied by impaired nitrate respiration (Bentley and Meganathan, 1982). During respiration, menaquinone donate electrons to the heme molecules located within cytochromes (Wakeman et al., 2012).

The cluster *ribDEBAH* involved in riboflavin synthesis was down-regulated in our conditions (Table 1). The active forms of riboflavin in the cell are flavin mononucleotide (FMN) and flavin adenine dinucleotide (FAD), but riboflavin can be found as free compounds (Perkins and Pero, 2002). In contrast, the cluster *folKBP* and 3 other genes involved in the synthesis of folate were overexpressed (Table 1). Cells require folate cofactors as acceptor/donor of one carbon unit in numerous processes such as methionine, purine, and thymine synthesis and in some degradative reactions (Rossi et al., 2011).

### Peptide and amino acid metabolism

Proteins are the main components of meat. They are classified as water-soluble (sarcoplasmic, 30%), soluble in high salt concentration (myofibrillar, 55%) and insoluble (stromal proteins, proteins from connective tissue) (Lafarga and Hayes, 2014). The sarcoplasmic and myofibrillar proteins are hydrolyzed during fermentation and ripening of fermented sausages (Hughes et al., 2002). The initial degradation is essentially due to the activity of endogenous proteinases that release peptides that can be further hydrolyzed by bacterial enzymes (Hughes et al., 2002). These peptides can be transported into *S. xylosus* by the oligopeptide transport system encoded by the three genes, SXYL_00300-302 (Table 1, Figure 1). Peptides played a key role in bacterial nutrition; their transport is generally regulated at the transcriptional level by intracellular pools of amino acids and by environmental changes such as anaerobic conditions (Hiron et al., 2007). Two genes (SXYL_01247-48) encoding peptidases from U32 family and the genes *ampS* and *map* encoding leucyl- and methionine- aminopeptidases, respectively, were overexpressed. These peptidases will furnish amino acids for *S. xylosus* (Table 1). The starter cultures (*Pediococcus pentosaceus* plus *S. xylosus* or *Lactobacillus sakei* plus *S. carnosus*) influenced the proteolytic activity and the release of amino acids in sausages (Hughes et al., 2002; Aro Aro et al., 2010). Moreover, *L. sakei* overexpressed two dipeptidases in the presence of sarcoplasmic proteins (Fadda et al., 2010).

The meat model contained variable levels of free amino acids with a broad pattern of 19 amino acids (Table 3). The total initial concentration (157 mg/100 g) increased up to 24 h and could be mainly attributed to endogenous meat peptidases. After 24 h there was a decrease of the total free amino acid content. Notably, the level of lysine decreased after 24 h and *lysP* encoding a lysine-specific permease was overexpressed in *S. xylosus* (Tables 1, 3). Likewise, the concentration of alanine decreased sharply in the meat model after 48 h of incubation and two genes encoding sodium:alanine symporters were modulated during the incubation (Tables 1, 3). In parallel, in the meat model, *S. xylosus* down-regulated 26 genes involved in the synthesis of branched-chain amino acids (nine genes belonging to the cluster *ilv-leu* and the gene *ilvD2*), aromatic amino acids (*aroABC, aroD, trpA*, SXYL_01128), histidine (*hisZGDCBHAFI*) and cysteine-methionine (*metE*, SXYL_00372) (Table 1, Figure 1). In *S. aureus*, CodY contributes to the regulation of more than 200 genes including most of the ones listed above (Majerczyk et al., 2010). CodY repression occurs in *Bacillus* cells growing in a medium containing glucose and amino acids (Shivers and Sonenshein, 2004). Furthermore, *S. xylosus* down-regulated 8 genes involved in synthesis of arginine (*rocD1*-*argCJB, arcB, argGH, proC*) (Table 1). In *S. aureus*, arginine biosynthesis is regulated through the global regulator CcpA and it was shown that a mutant *ccpA* facilitates the synthesis of arginine *via* the urea cycle (Nuxoll et al., 2012).

**Table 3:** **Concentration of free amino acids in a meat model over time**.

**Amino**	**0 h**	**24 h**	**48 h**	**72 h**
**Acid**	**mg/100 g**	**mg/100 g**	**mg/100 g**	**mg/100 g**
VAL	7.4	8.8	8.2	5.0
LEU	8.1	10.5	9.7	5.0
ILE	3.8	3.3	2.9	1.0
THR	8.0	7.9	5.7	1.4
TYR	3.8	6.1	6.2	7.3
PHE	5.0	7.6	7.9	12.4
HIS	0.0	0.0	6.9	7.6
ASP	3.6	3.7	3.1	2.9
ASN	2.9	4.3	4.3	2.1
GLU	16.0	15.7	14.8	17.5
GLN	20.5	16.9	12.0	2.1
SER	5.4	5.4	3.5	0.8
GLY	12.8	8.7	3.6	0.0
ALA	27.6	34.5	27.3	4.0
ARG	6.7	11.3	11.4	6.1
CYS	1.4	1.1	0.8	0.6
MET	3.3	4.9	5.3	6.4
LYS	16.8	19.1	11.8	7.6
PRO	3.9	5.3	6.8	5.2
Total	157.0	175.1	152.2	95.0

The genes encoding the synthesis of branched-chain amino acids were down-regulated, whereas four genes *lpdA, bkdA1A2*, SXYL_01340 organized in a cluster and involved in the catabolism of branched-chain amino acids were up-regulated (Table 1, Figure 1). The two genes (*bkdA1A2*) encode the subunits of branched-chain alpha-keto acid dehydrogenase E1 involved in the production of 3-methyl butanoyl-CoA, the precursor of 3-methyl butanoic acid (Table 1). The concentrations of leucine, isoleucine and valine decreased in the meat model after 48 h of incubation (Table 3). The pathway leading to the synthesis of 3-methyl butanoic acid, 3-methyl butanal and 3-methyl butanol from the catabolism of leucine has been characterized in *S. xylosus* (Beck et al., 2004). These aroma compounds and more generally methyl aldehydes, methyl acids and methyl alcohols contribute to the flavor of fermented sausages (Berdagué et al., 1993; Stahnke, 1995; Søndergaard and Stahnke, 2002).

Three genes involved in the aspartate metabolism were modulated in *S. xylosus* grown in the meat model, with two genes, *panD* and SXYL_01558, down-regulated, while *asnA* encoding L-asparaginase was up-regulated (Table 1). The gene *asnA* coding L-asparaginase in *L. sakei* was induced during the growth of this bacterium in a meat model and the corresponding mutant Δ*asnA2* showed reduced growth in this model, suggesting that asparagine could be a source of nitrogen (Hüfner et al., 2007).

Glutamate and glutamine were found in high concentrations in the meat model (Table 3). In contrast to the concentration of glutamate, which remained stable throughout incubation, the concentration of glutamine decreased sharply in the meat model (Table 3). Glutamate could be imported by the glutamate symporter protein encoded by *gltT* and catabolized by the glutamate dehydrogenases encoded by *gluD1* and *gluD2* (Table 1, Figure 1). Glutamate dehydrogenase activity provides α-ketoglutarate, which is required for amino acid transamination, which initiates the conversion of amino acids to aromatic compounds. Glutamate could be synthesized by the glutamate synthase from α-ketoglutarate, an intermediate of TCA cycle, and glutamine. This enzyme is encoded by the *gltBCD* cluster, which was overexpressed at 24 h of incubation (Table 1, Figure 1). Glutamate serves as the major amino group donor for all nitrogen-containing compounds, as a link between nitrogen and carbon metabolism. The glutamate synthesizing and degrading reactions must be tightly controlled to maintain its homeostasis (Gunka and Commichau, 2012). A cluster of four genes (SXYL_00105-108) was highly overexpressed at the three times of incubation (Table 1). This cluster is uncharacterized, but one of these genes potentially encodes a glutamine synthetase (*glnA2*). In *S. xylosus* C2a, another gene encodes a glutamine synthetase, *glnA1* located in a cluster with *glnR*. In *B. subtilis*, the *glnRA* operon is expressed in the absence of glutamine (Schreier et al., 1989). In the meat model, *glnR* and *glnA1* were not differentially expressed (Supplementary Table 2). Similarly, two genes encoding glutamine synthetases were identified in *Halobacillus halophilus*. In this bacterium, the expression of *glnA2*, but not *glnA1*, was increased in the presence of NaCl (Saum et al., 2006). The up-regulation of *glnA2* and the other genes of the cluster in *S. xylosus* could be linked to the osmotic stress generated by the presence of salt in the meat model.

### Response to osmotic stress generated by added NaCl

*S. xylosus* has to adapt to the high concentration of sodium chloride (0.47 M) in the meat model compared with 0.017 M in the medium used for the preparation of the inoculum. A primary response of *S. xylosus* to the presence of NaCl was the down-regulation of *mscL*, encoding a large conductance mechanosensitive channel, to prevent water efflux and maintain the physical integrity of the bacterial cells (Table 1, Figure 2).

**Figure 2:**
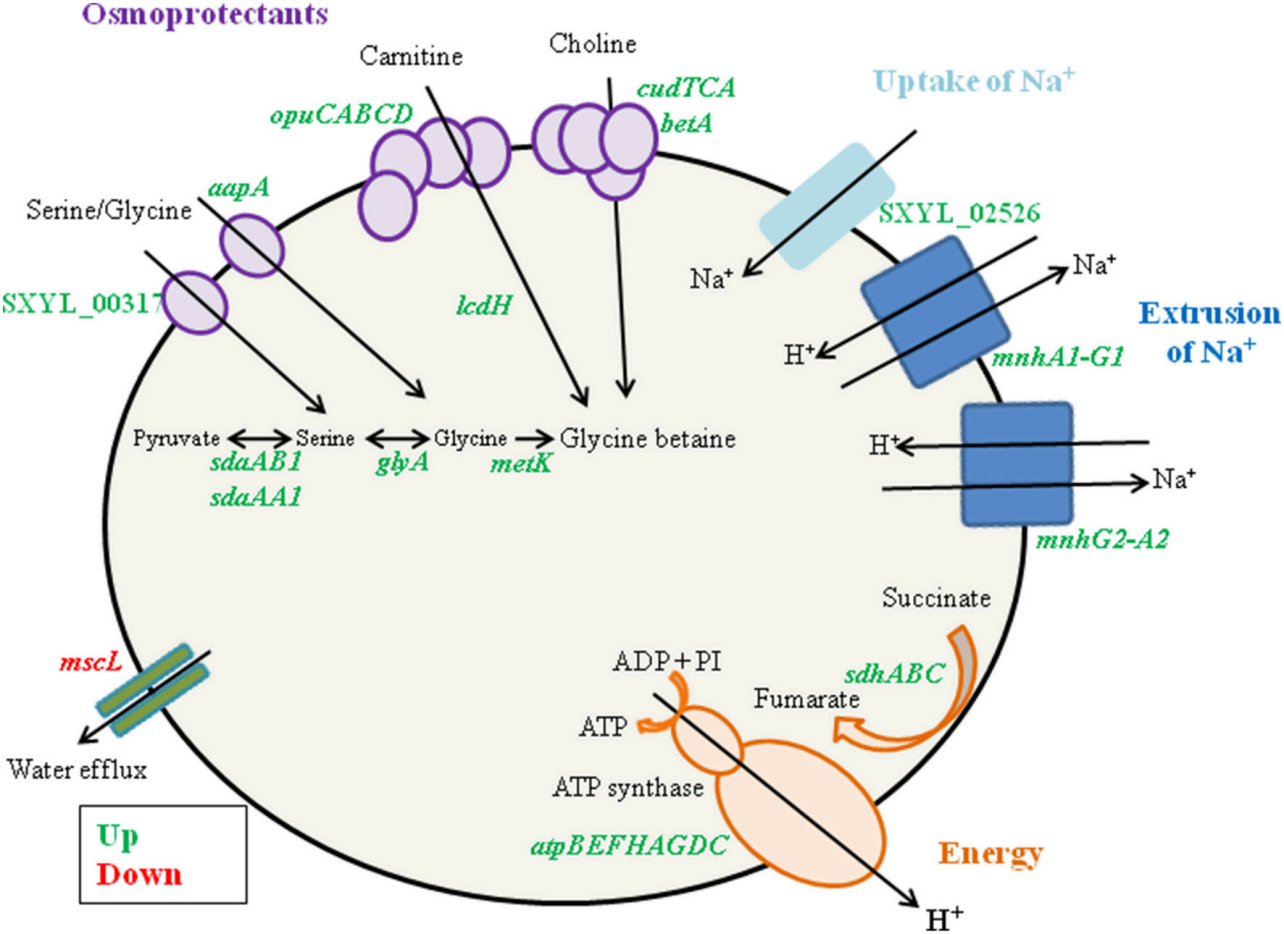
**Summary of the ***Staphylococcus xylosus*** response to osmotic stress generated by NaCl in a meat model**.

In addition, genes encoding enzymes involved in three different pathways for the synthesis of glycine betaine, a powerful osmoprotectant, were up-regulated (Table 1, Figure 2). Among them, the cluster *opuC* (*opuCABCD*) and *lcdH* encoding L-carnitine dehydrogenase were identified. The cluster *opuC* encodes a glycine betaine/carnitine/choline ABC transporter identified as the only uptake route for L-carnitine in *B. subtilis* and *Listeria monocytogenes* (Kappes and Bremer, 1998; Angelidis and Smith, 2003). L-carnitine is found in raw meats with levels varying from 6.5 to 87.7 mg/100 g (Demarquoy et al., 2004). In the meat model, L-carnitine could be imported via the OpuC and catabolized to glycine betaine by L-carnitine dehydrogenase. The cluster of four genes (*cudTCA, betA*) encoding a choline transporter (*cudT*) and enzymes for dehydrogenation (*cudA, betA*) to form glycine betaine from choline were also up-regulated. These genes were transcriptionally regulated when *S. xylosus* C2a was cultured *in vitro* at high NaCl concentration (Rosenstein et al., 1999). Moreover, the genes *aapA* and SXYL_00317, which encode D-serine D-alanine glycine transporters, three genes (*sdaAA1, sdaAB1, glyA*) encoding enzymes involved in the synthesis of glycine, and *metK*, which encodes S-adenosyl-methionine, which serves as methyl donor for synthesis of glycine betaine, were up-regulated (Table 1, Figure 2). Concomitantly, we observed a sharp decrease of the concentrations of glycine and serine during the incubation in the meat model (Table 3).

The presence of NaCl induced the gene SXYL_02526 encoding a symporter of Na^+^ and the two clusters *mnh* (*mnhA1-G1, mnhG2-A2)* encoding Na^+^/H^+^ antiporter systems (Table 1, Figure 2). The modulation of *mnh2* expression was previously noted in *S. xylosus* grown in a meat model supplemented with nitroso compounds, the presence of nitrate and nitrite leading to the down-regulation of *mnh2* (Vermassen et al., 2014). In *S. aureus*, an active antiporter Mnh resulted in increased transcription of genes encoding respiratory chain components, such as the succinate dehydrogenase locus (*sdh*) (Swartz et al., 2007). The same observation was made in our meat model (Table 1). Moreover, all the genes involved in the synthesis of the multisubunit F_0_F_1_-ATPase were overexpressed by *S. xylosus*, as already mentioned (Table 1, Figure 2). This ATPase links the production of ATP to the transmembrane proton motive force (PMF) and can either generate ATP at the expense of the PMF or generate a PMF using ATP produced by fermentative substrate level phosphorylation (Cotter and Hill, 2003). The PMF can expel the protons, resulting from the activity of the two *S. xylosus* Mnh antiporters, from the cytoplasm to maintain pH homeostasis. In *Bacillus pseudofirmus*, proton pumping by the F_0_F_1_-ATPase generated a proton motive force across the membrane that powered Mnh antiporter activity after addition of Na^+^ (Morino et al., 2014).

Sigma factors play a role in the response of bacteria to environmental stress conditions. The expression of *rsbU* was up-regulated while *rsbV* and *rsbW* of the sigma B cluster were down-regulated (Table 1). In *S. epidermidis*, osmolarity increased the synthesis of polysaccharide intercellular adhesion (PIA) and biofilm formation. The induction of PIA synthesis in the presence of NaCl depends on a functional *rsbU* gene (Knobloch et al., 2001). Our results with the up-regulation of only *rbsU* in *S. xylosus* in the presence of salt could suggest a regulation independent of sigma B.

### Response to other stresses

*S. xylosus* overexpressed the cluster *dlt* involved in D-alanylation of lipoteichoic and wall teichoic acids (Table 1). The degree of D-alanylation varies depending on environmental conditions such as modification of pH or salt concentration (Neuhaus and Baddiley, 2003). Esterification in *S. aureus* was shown to increase with a decrease of pH (Neuhaus and Baddiley, 2003). Inactivation of *dltC* in *Streptococcus mutans* resulted in the generation of an acid-sensitive strain that could not grow below pH 6.5 (Cotter and Hill, 2003). In the meat model, *S. xylosus* has to adapt to acidification as the inoculum was grown at pH 7.0 before its inoculation in the meat model at pH 5.9 with a slight decrease during the incubation (Table 2). Thus, the up-regulation of *dlt* could be the result of adaptation to the acidic environment of meat. It is noteworthy that in the conditions of the meat model, the high concentration of NaCl (0.47 M) did not repress the expression of *dlt*, as reported for *S. aureus in vitro* conditions in the presence of 0.325 M NaCl (Koprivnjak et al., 2006).

Growth in the meat model did not seem to generate oxidative stress, as the genes *katC, katB, bsaA* and SXYL_00374 encoding, respectively, catalases, glutathione peroxidase and thioredoxin involved in the response to this stress, were down-regulated (Table 1). Whereas in our former study, nitrate and nitrate added to the meat model generated nitrosative stress that induced the up-regulation of genes involved in antioxidant defenses (Vermassen et al., 2014).

*S. xylosus* overexpressed the *crtPQMN* genes involved in the carotenoid biosynthesis pathway (Table 1). Moreover, eight genes (*mvaS, mvaCA, mvaK1DK2, fni, ispA*) encoding proteins of mevalonate pathway involved in the synthesis of farnesyl diphosphate, a precursor of the carotenoid synthesis, were up-regulated (Table 1). The C2a strain produces a yellow pigment after cultivation on agar medium, as do about 50% of *S. xylosus* strains (our unpublished data). *S. aureus* produced the intermediary yellow pigment 4,4′ diaponeurosporene, which is then converted to the yellow-orange end-product, staphyloxanthin, after prolonged cultivation (Wieland et al., 1994). In *S. aureus*, the CrtM and CrtN enzymes are responsible for the synthesis of the yellow pigment from farnesyl diphosphate (Wieland et al., 1994). Then, CrtP, CrtQ, CrtO, and AldH catalyze the oxidation, glycosylation and esterification reactions to convert this pigment into staphyloxanthin (Pelz et al., 2005; Kim and Lee, 2012). Staphyloxanthin protects *S. aureus* against oxidative stress by scavenging free radicals (Clauditz et al., 2006). But more generally carotenoids play a role in overall fitness (Clauditz et al., 2006; Johler et al., 2010) and could contribute to the growth and survival of *S. xylosus* in meat.

Finally, three genes encoding proteins that are enhanced when the cell is exposed to stress agents were down-regulated (Table 1). All these data suggest that the conditions of growth in meat did not seem to generate stress other than osmotic and acid for *S. xylosus*.

## Conclusion

The global gene expression of *S. xylosus in situ* in salted meat has allowed us to unravel its adaptation to this complex matrix in conditions that mimic the fermentation period of sausage manufacture. In these conditions, *S. xylosus* reached a plateau phase after 24 h and a balance between cell division and cell lysis was highlighted during this phase. *S. xylosus* adapted its metabolism to the meat nutrients and anaerobic conditions. It simultaneously used glucose and lactate as carbon sources. It used peptides and amino acids furnished by the meat. It has to cope essentially with the osmotic stress generated by addition of NaCl. It counteracted this stress by multiple strategies and particularly by the synthesis of glycine betaine, a powerful osmoprotectant.

## Author contributions

AV: Contribution to acquisition, analysis and interpretation of the data, contribution in drafting the article. ED: Contribution to experimental and data analysis, critical revising of the manuscript. AD: Statistical data analysis. PM: Contribution to data analysis. VL: Chemical analysis. SL, RT: equally contribute to this paper, design of the work, analysis and interpretation of data, writing of the manuscript

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Adaptation of Staphylococcus xylosus to Nutrients and Osmotic Stress in a Salted Meat Model
**Source:** Front Microbiol. 2016 Feb 5;7:87. doi: 10.3389/fmicb.2016.00087
**Supplement:** Supplementary file 1

**Supplementary Table 1. Targeted genes of *Staphylococcus xylosus* for the validation of microarray data by qPCR: expression at t24h, t48h or t72h in meat compared with inoculum.**

| **Locus tag** | **Gene** | **Sequences of primers pairs for qPCR (5'-3')** | | **Ratio of expression** | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Microarray** | | | **qPCR** | | |
|  |  |  |  | **24 h** | **48 h** | **72 h** | **24 h** | **48 h** | **72 h** |
| SXYL_02533 | *katC* | TTCGATCATGAACGTATACCA | GTGTCTGGTGAACCTTTAGAG | 0.16 | 0.21 | 0.20 | 0.06 | 0.10 | 0.05 |
| SXYL_00749 | *sfaB* | GTCATTGATACATGCAACGCTA | TCGTCAGATGTTAATGGAAGCT | 0.14 | 0.17 | 0.20 | 0.04 | 0.04 | 0.03 |
| SXYL_02139 | *queC* | GGCTATCGTAGTGTTTAGTGGT | ATGTTGTTCTTCTGCAATGCG | 10.93 | 5.92 | 3.89 | 10.43 | 3.99 | 3.65 |
| SXYL_01803 | *pheT* | TAACGTGCTTGCTGAACGTAT | TGGCTCTACTTCACCAATGTC | 5.39 | 4.43 | 2.71 | 4.22 | 2.54 | 1.57 |
| SXYL_00869 | *leuC* | GCGACACTTGACCATAATGTG | CTGTTTCAGGTCCAACCATGT | 0.34 | 0.05 | 0.09 | 0.26 | 0.03 | 0.11 |
| SXYL_01084 | *metK* | GTTGCTTGTGAGACGACAGTA | GCCATTGTCTGGCTATCGTA | 6.76 | 8.33 | 4.81 | 7.66 | 13.09 | 9.31 |
| SXYL_02381 | *rplJ* | GTGGTCTAAGCGTTGCTGA | GTAGCAACTGCAGTAGGACC | 8.75 | 4.47 | 4.17 | 6.53 | 3.45 | 3.12 |
| SXYL_01987 | *dltD* | GGTACTGGTGGTTCGACAG | AACTGATTGAGCTGTGCCT | 8.13 | 6.11 | 3.22 | 14.45 | 9.53 | 4.32 |
| SXYL_01355 | *proC* | GTGCTGGAAATATGGCACATG | ATTGACGCCTAACTCATCAGC | 0.33 | 0.26 | 0.30 | 0.27 | 0.18 | 0.26 |
| SXYL_01317 | *gcvT* | GATGGGCTATGCCAGTCC | ACTGTGCAGCTTCACTACC | 0.27 | 0.29 | 0.50 | 0.16 | 0.18 | 0.30 |
| SXYL_02022 | *aroD* | TCGAACGAAGACTCAAGGTG | TTGCGATGCGCTGATTCTA | 0.25 | 0.27 | 0.33 | 0.07 | 0.08 | 0.10 |
| SXYL_00239 | *argC* | AGGTAGTGGTTATGGAGCGAT | GCGTTAAGTGACTCAAGTGAG | 0.42 | 0.27 | 0.37 | 0.24 | 0.09 | 0.09 |
| SXYL_00614 | *hutG* | CTGGCACAACGTGATCTTTG | TCAGGACCTTCTTTAGCACC | 0.08 | 0.24 | 0.33 | 0.03 | 0.17 | 0.12 |
| SXYL_02147 | *nagA* | GGACGCTTCATTTGAAGGATT | TCCCAACAATACTAGCTGCAT | 2.45 | 2.85 | 2.13 | 2.01 | 2.37 | 2.05 |
| SXYL_02148 | *fruA* | AGGAGGCTTTCCAGGACAA | GTGGACCAGGCGCATTAAT | 3.09 | 2.89 | 2.16 | 2.49 | 1.98 | 1.82 |
| SXYL_02415 | *folB* | TTATCATGGCGCGTTACCA | GGCTTCCCTTCCATAATCGC | 8.01 | 8.10 | 3.94 | 4.92 | 4.84 | 2.82 |
| SXYL_01655 | *fabD* | ATAGCTTAGGCGAGTATGCG | AACTTCCTCGTAATCCAAGCC | 10.51 | 8.43 | 4.99 | 11.45 | 11.35 | 5.05 |
| SXYL_01002 | *panD* | CATAGAGCGAGAGTGACGG | ACCACTACCTCGTTCACCTT | 0.37 | 0.19 | 0.25 | 0.24 | 0.06 | 0.07 |
| SXYL_00276 | *ldhB* | GGAAGAGTAGGTAGTCAAGTTTTAAC | CTAATAATGTACGATCGCCATCATT | 0.21 | 0.27 | 0.36 | 0.18 | 0.21 | 0.33 |
| SXYL_01576 | *glpD* | GCACAAGGTACAAGTTCACG | AAGCATACGTTCAGGTGTTGT | 0.14 | 0.16 | 0.20 | 0.08 | 0.09 | 0.10 |
| SXYL_00055 |  | TGATGGACACACACTTTATACTAAGA | ACAAGTTTGGATCATCCTTAGAGTC | 0.28 | 0.24 | 0.27 | 0.09 | 0.09 | 0.05 |
| SXYL_00270 | *ulaA* | GGTAACACAATCACTCGAACCATT | AAATGCTGCCATATAAAAGGTATGATG | 3.60 | 12.11 | 7.44 | 3.24 | 16.63 | 16.51 |
| SXYL_00784 | *czrA* | GGAAGATTCATTTAACGAACAAACG | TTGGTGAGAAACGTTAGATTGACT | 0.27 | 0.05 | 0.04 | 0.14 | 0.01 | 0.01 |
| SXYL_01098 | *ribE* | TGTTTACAGGAATTGTTGAAGAAATAGG | CTCTTTCTAAATTCACTTCAGCAGAT | 0.34 | 0.30 | 0.40 | 0.15 | 0.17 | 0.13 |
| SXYL_01961 | *argG* | TGGTTTAGATACAAGTGTCGCA | TGCATATGACACGAAATCTTCAC | 0.41 | 0.24 | 0.24 | 0.25 | 0.06 | 0.06 |
| SXYL_01974 | *mnhE1* | CGTCACAGGCAGTTATACATTTAATAA | CGGCTCATTATCAATCTTTGGTTT | 4.75 | 5.70 | 2.91 | 6.23 | 6.19 | 3.90 |
| SXYL_02467 | *sle1* | GACTCATTGTGGTCAATAGCGA | TGAAGACGTGTTCGAACTTGA | 5.68 | 5.22 | 6.09 | 4.97 | 2.78 | 6.64 |
| SXYL_00464 | *hisB* | CGTAACACTGCTGAAACACAATT | GTGACGTGGTGATCGTCTAC | 0.03 | 0.02 | 0.03 | 0.02 | 0.01 | 0.01 |
| SXYL_00466 | *hisD* | GATCCAGCGCTTAAAGCATATAAT | TTGATAAGTTTCAATACGAGCATGAC | 0.06 | 0.05 | 0.06 | 0.03 | 0.01 | 0.02 |
| SXYL_00467 | *hisG* | GCGTTAGAACAGAGAGAACGT | GCCAAATGGTAAGTCCAGAAG | 0.09 | 0.08 | 0.09 | 0.03 | 0.02 | 0.02 |
| SXYL_01501 | *trpD* | CATTCTATGTATGATCAACAGCCTT | GTAAATCTGTACTTCCTGATGATGAC | 0.45 | 0.40 | 0.46 | 0.16 | 0.18 | 0.11 |
| SXYL_00107 |  | GGTAAGCGAATTACTGGAGACTT | CCGTCTACGGAGTAAACATCA | 41.68 | 29.19 | 15.72 | 143.61 | 107.51 | 57.58 |
| SXYL_00108 | *gabD* | ATGGTGAGCAAATTCAAACTGAAA | AAGCATTAGCAGCGCTATCAA | 41.29 | 29.52 | 15.40 | 75.80 | 45.22 | 38.22 |
| SXYL_00173 |  | GGAAGTTGGATAGAGCCACAA | TTCTACACGATCCGCAATATCTAAT | 0.04 | 0.06 | 0.10 | 0.01 | 0.03 | 0.04 |
| SXYL_02642 |  | GAAGTAATATTCGATGCACATAGAGG | ACCTTCCAGTTTAGCTAGCTTT | 0.12 | 0.09 | 0.14 | 0.02 | 0.01 | 0.02 |
| SXYL_02644 | *metE* | TTACACAAAGAGAACTTATTACTCCAAA | ATATAGTGATAGTTTGTGTTGAACCATT | 0.12 | 0.13 | 0.19 | 0.02 | 0.01 | 0.02 |
| SXYL_02645 |  | ATTAGAACAATTAAAATCATCAACGTGG | AGTACCATACTGACTTACAATATTCCAA | 0.20 | 0.16 | 0.24 | 0.05 | 0.04 | 0.04 |
| SXYL_00255 |  | GACGTATGAAAATGGATAAGAATTTGATG | TCATCAGCAAAATAAGGAAATGCTTT | 0.03 | 0.08 | 0.18 | 0.00 | 0.05 | 0.13 |
| SXYL_00755 | *isdG* | GATGATGAGCAAGATTACGACC | CAGGTGACTCTTCACTGTTAGA | 0.16 | 0.21 | 0.30 | 0.23 | 0.21 | 0.41 |
| SXYL_01544 |  | AGTGTTAATGGTGACGATGATAC | TTGTTGTGAACTTTGTTCGCC | 2.30 | 5.22 | 5.92 | 2.39 | 8.02 | 17.92 |
| SXYL_00541 | *narJ* | GGAACGAGGGCAATTATTAGC | GGACTATTTTGCTCTGCCAATTG | 5.07 | 3.89 | 3.06 | 3.76 | 3.15 | 2.33 |
| SXYL_00540 | *narH* | GGCAGGTGGTCATGTTACT | CACGACAAGCCTCCTGATC | 6.50 | 4.62 | 3.73 | 4.34 | 4.08 | 2.15 |
| SXYL_01690 | *pyrP* | CACACCTTCGTTTCACTTGG | TGATACGCCATCACCGATG | 16.15 | 6.30 | 4.14 | 25.23 | 6.83 | 17.27 |
| SXYL_01934 | *spxA* | TCCGTATACGGAGCGTAACA | ACGACGTAATAAACCAGGGTT | 0.06 | 0.07 | 0.10 | 0.23 | 0.14 | 0.35 |
| SXYL_01041 | *hemG* | AGAACGTTTGGGTGATGAGG | CTGGGTATAATTGACGCTGC | 4.42 | 5.23 | 5.60 | 3.46 | 3.27 | 5.17 |

# Supplementary material for: Adaptation of Staphylococcus xylosus to Nutrients and Osmotic Stress in a Salted Meat Model
**Source:** Front Microbiol. 2016 Feb 5;7:87. doi: 10.3389/fmicb.2016.00087
**Supplement:** Supplementary file 3

**Supplementary Figure 1.** Comparison of log2 expression ratios of 47 differentially regulated genes measured by using microarray and qPCR at t_24h_ (A), t_48h_ (B) or t_72h_ (C). Positive and negative log2 expression ratios represent up- and down-regulation in a meat model *versus* the inoculum. Each data point is calculated from averages of biological triplicates.

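The figure sets the microarray ratio of a gene against its ratio by quantitative PCR, which the authors measured on the same RNA samples as an independent assay. The PCR ratio is relative to *tuf*, a housekeeping gene, and was obtained by the 2^-ΔΔCt method, in which the difference in threshold cycles between the gene and *tuf* in meat is compared with that in the inoculum. Supplementary Table 1 prints both ratios for 45 genes, and the legend of the figure gives the number of genes as 47. From the paper's printed ratios, the squared Pearson correlation of the log2 ratios over genes was 0.949 at 24 h, 0.95 at 48 h, and 0.913 at 72 h, with slopes of 1.20, 1.24, and 1.36 for the PCR ratio on the microarray ratio. A line through the origin gave slopes of 1.21, 1.28, and 1.39. The PCR ratio was the larger in size on the log2 scale for 31, 33, and 33 genes at 24, 48, and 72 h. One gene with a ratio printed as zero was left out at 24 h, so that 44, 45, and 45 genes were used. For each of them the microarray and the PCR ratio had the same direction, with 19 genes up-regulated at each time and 25, 26, and 26 down-regulated. Genes are not independent replicates, and those in the table were chosen by the authors among the differentially expressed genes. The microarray values in the table are the paper's, since the array identifiers are not paired with the gene names.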

How the deposited data were processed for this re-analysis (not part of the article)

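RNA of *S. xylosus* C2a taken from a salted meat model after 24, 48, and 72 h was compared with RNA of its inoculum on 12 Agilent two-color microarrays, 4 per time point, from 3 biological replicates. The conditions, the replicate numbers and the dye of each RNA come from the sample labels, and no array was left out. Replicate 1 carried the meat cDNA in Cy3, replicate 2 carried it in Cy5, and replicate 3 was hybridized in both orientations, so that the dye is balanced over the replicates of a time point and goes with the replicate number.

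The authors deposited the scanner output of Feature Extraction 10.7.3.1, which holds the median pixel intensity of each spot and of its local background in both channels, without normalization. The same deposited output holds processed intensities, which the software had background-subtracted and dye-normalized within the array, and their ratio as log10 of Cy5 over Cy3. The authors also deposited a table of log2 ratios for all arrays, without naming the steps that made it. Those log2 ratios run as inoculum over meat on each array. They equalled a loess normalization of the median signals without background correction computed here to within a slope of 0.9997 to 1.001 and an r of at least 0.9999 over the probes of each array, with values missing for 14 to 345 gene probes per array. The paper refers to an earlier article for the normalization of its arrays, which was not used here.

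The values in the text were computed from the median signals with limma 3.58.1 in R 4.3.3. The scanner output has no mean signal, so the median signal was used where the plan named the mean. Control spots and spots marked as outliers by the scanner software were left out (5 to 336 gene probes per array). The signals were corrected for the local background by normexp with an offset of 50, the log ratios were normalized by loess within arrays on the non-control spots, and all ratios were turned to meat over inoculum. The 2 arrays of replicate 3 were averaged, so that n = 3 for each time point. A step that removes the dye effect within an array also removes any shift common to all the genes, and a ratio therefore shows a change relative to the other genes.

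Each time point was fitted on its own with limma (lmFit and eBayes) on the probes, with the Benjamini-Hochberg adjustment over the 19804 gene probes, followed by the gene rule. The paper asks for at least 50% of the probes past an FDR of 0.05 and a ratio of expression above 2 or below 0.5, without saying over which probes the ratio is taken. The mean ratio of the probes past the FDR was used here, after Supplementary Table 2, which prints a mean ratio beside a percentage of probes. An alternative took the mean log2 ratio over all probes, which changes both the probes and the kind of mean. For a gene given with its own p, limma was applied to the mean log2 ratio over its probes, with adjustment over 2641 genes. Differences between time points were tested with limma on the same gene means in one model, with a call at an adjusted p under 0.05 and a difference above 1 on the log2 scale. The replicates of a time point were collected on different days according to the labels. A replicate number was taken to join the time points of one experiment, which these days alone do not show. Deviations from the time-point mean had a median correlation over genes of 0.463 between samples of the same number (from −0.12 to 0.689). It was −0.246 between samples of different numbers. The deviations within a time point cancel out, so the negative value follows largely from the positive one. The dye goes with the number, and its part in the correlation between samples of the same number was not tested. The main fit left this pairing out. The model with the replicate number as a block was run as an alternative, and gave 274 genes at 48 h and 507 at 72 h against 24 h.

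Genes to be given by identifier were to be those named in the paper and the 5 genes with the highest and the 5 with the lowest ratio or change. The files do not pair the array identifiers with locus tags or gene names, so the genes named in the paper could not be looked up, and identifiers are given for only 3 of the others. The same gap left out the phage gene cluster, the entries of Table 1 and the comparison of the arrays with PCR, which was computed from the paper's printed ratios in Supplementary Table 1.

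The settings of these tests, the rules and the alternatives were chosen before the data were examined, except where a part of the closing section says otherwise. The alternatives were no background correction, median centring, the log ratio of the scanner software, the log2 ratios of the authors, leaving out dim probes, a dye term, 4 separate arrays per time point, one model for all times, meat and inoculum as unpaired channels, other forms of the gene rule, blocks for the replicate number or the slide, and leaving out each replicate. For the dye term, the correlation within replicate 3 was estimated over all 12 arrays (0.891), because the 4 arrays of one time point gave no estimate. Blocks were fitted with statmod 1.5.0. The tests were tried on simulated data, with 200 of 2641 genes changed 4- to 8-fold on the spread of the real arrays, where the gene rule recovered 88.5 to 100% of them and the tests between times 91.5 to 96%, with 2 to 16 false calls. On each array at least 98.1% of the gene probes in either channel were scored as well above background, and the signal over the blank spots limits the dim genes of replicate 1 at 72 h most.

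The probes between genes were analyzed by the same rule over 1637 probe sets, of which 1102 had 3 or more probes, and are reported in the closing section. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.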

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

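The tests of the slide, those of probe sets against their flanking genes and the background from blank spots were chosen only after the result was seen, and the other tests of this part were set before.

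The ratio to the inoculum differed between 48 and 24 h for 191 genes and between 72 and 24 h for 439 genes, by a test of the difference itself. The paper does not report a test between times. Relabelling the 6 replicates of a comparison gave as many genes in 1 of 10 splits, which is the real one, and the others gave 0. Among the 4 splits that part the replicates of each number, the real one again was the only one with a call. Chance cannot be excluded in this way, since 10 splits cannot give a share under 0.1. For 72 against 48 h limma called 0 genes (200 at an unadjusted p under 0.05), so that any split gives as many (10 of 10) and the relabelling tests nothing. A background taken from the blank spots left 208 and 450 genes, so the raised blank level of one array does not account for these numbers. All arrays of 24 h and no others lay on one slide, and with the slide as a random block 66 genes differed at 48 h and 275 at 72 h. Both RNA samples of a ratio lay on the same array. A slide effect on one dye would turn the change from 24 h the opposite way in arrays with the dyes exchanged, and the change had a positive correlation over genes between arrays of opposite orientation, of 0.749 to 0.937 at 48 h and 0.584 to 0.971 at 72 h, which argues against it. Ratios compressed on the slides of the later times would move the genes toward 0. Of the 439 genes at 72 h, 198 moved away from 0 or changed sign, which compression does not give. The other 241 moved toward 0. Compression of all ratios would narrow the SD of the log2 ratios over genes at 72 h. This SD was 1.593 in replicate 2 and 1.729 in replicate 3, against 1.625 and 1.784 at 24 h. That argues against a strong compression in these replicates. In replicate 1 the SD fell from 1.794 to 1.181, and from 1.911 to 1.743 with the background from blank spots. For the 241 genes, a weaker compression by a slide cannot be told apart from a smaller response, since no slide held 24 h and a later time. The number rests on few replicates, with 0 genes at 48 h without replicate 2 (462 at an unadjusted p under 0.05), 42 without replicate 1 and 299 without replicate 3, and with 117, 119, and 543 genes at 72 h. A change of expression with time stays open as the biological explanation.

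The second result comes from probes the paper does not report on. Of 1637 probe sets between genes, 590 (273 up- and 317 down-regulated) were called by the gene rule at 24 h, 473 (182 and 291) at 48 h, and 317 (97 and 220) at 72 h, and 244 were called at the 3 times. Reversing the sign of single replicates gave as many calls in 1 of 4 arrangements at each time, the real one, and 0 in the others, but 4 arrangements cannot give a share under 0.25, so chance cannot be excluded by it. Background hybridization would change the blank spots as often, and 0 of 5 negative-control sequences passed the FDR at any of the 3 times, against 58.1, 46.5, and 27.4% of the probes between genes. At those shares, 0 of 5 would arise with a probability of 0.013, 0.044, and 0.202, so that the blank spots do not decide at 72 h. Background hybridization would also leave the probe sets without relation to the genes near them, and both classes of sets described next were correlated with such genes at the 3 times. The names of the probe sets give the genes on either side. In 894 sets no other gene is numbered between those, and the log2 ratio of the set correlated over sets with the mean of its flanking genes (r = 0.772 at 24 h, 0.727 at 48 h, and 0.709 at 72 h, against at most 0.114 in 1000 random pairings of these sets). For these sets, untranslated parts of the transcripts of the flanking genes are a candidate explanation. Called sets of this class numbered 288, 212, and 132.

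In 693 other sets, further genes are numbered between the flanking genes, and 285, 247, and 177 of them were called. Their ratio had a correlation of 0.156 with the flanking genes at 24 h, 0.117 at 48 h, and 0.137 at 72 h, against at most 0.115, 0.118, and 0.115 in 1000 random pairings, so that it did not exceed them at 48 h. It correlated with the genes numbered in between (r = 0.82 at 24 h, 0.815 at 48 h, and 0.808 at 72 h). With the genes in between taken out, the correlation with the flanking genes was 0.0722, 0.0701, and 0.105 at the 3 times, and 23, 29, and 2 of 1000 random pairings gave as much. This argues against untranslated ends of the flanking transcripts as the main source, while a small part is not excluded. By their names, the probe sets between genes fall into 2 classes that share 0 flanking genes, with 1142 and 1032 genes, and 2069 of the 2551 genes in between (81.1%, counted per set) flank sets of the other class, while 0 flank sets of the same class. The class with 1032 genes carries the letters Comp in its names, which may stand for complement. The classes may therefore be both strands, with each set lying opposite to the genes in between. Labeling of both strands of the cDNA is a candidate explanation that these correlations are consistent with. Antisense transcription would give the same correlations and was not tested. The files give no strand for a gene, so the reading of the classes as strands stays a hypothesis.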

How the results depend on the processing

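The background from blank spots and the joint adjustment with probes between genes are tests chosen only after the result was seen.

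For the counts against the inoculum, 14 alternatives that kept all replicates were run. At 24 h they gave 1168 to 1642 genes and at 48 h 1017 to 1617 genes, all within 1.5 times the 1419 and 1375 reported. At 72 h 13 of 14 stayed within 1.5 times 1147, and for the genes common to the 3 times 13 of 14 stayed within 1.5 times 899. The exception was the demand that all probes of a gene pass the FDR, which gave 638 genes at 72 h and 499 at all 3 times. This follows from its construction, as the called genes are a subset. Under the settings with all replicates, 40.4 to 54.4% of the called genes were up-regulated at single times and 32.5 to 50.6% of the common genes. The lowest shares at each time and among the common genes came under that demand, with 162 common genes up- and 336 down-regulated. Without replicate 2 the common genes were 163 up- and 320 down-regulated.

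Leaving out a replicate gave 1446 to 1453 genes at 24 h, 1348 to 1440 at 48 h, 565 to 1172 at 72 h, and 483 to 899 at all 3 times, with the lowest at 72 h and at all times without replicate 2. At 24 h the count rose with any replicate left out. It fell at 48 h only without replicate 2, at 72 h without replicate 1 or 2, and for the common genes without replicate 1 (793) or 2. The cause was not tested.

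For the differences between times, 10 alternatives kept all replicates. Those of 48 against 24 h gave 66 to 274 genes and those of 72 against 24 h 275 to 507. Median centring gave 116 and 282 genes, the slide as a block 66 and 275, and the scanner log ratio 125 for 48 against 24 h. For 48 against 24 h, 60.2% of the genes were higher at 48 h, and 53.85 to 69.7% over the alternatives with all replicates. This share was 85.7% without replicate 1 and 62.2% without replicate 3. For 72 against 24 h, 52.4% of the genes were higher at 72 h, and 63.8% with median centring. The cause was not tested. Leaving out a replicate gave 0 to 299 genes (0 without replicate 2, where limma had 462 at an unadjusted p under 0.05), 117 to 543 genes, and for 72 against 48 h 0 to 89 genes, with 89 (74 higher, 15 lower at 72 h) without replicate 3. The 10 alternatives with all replicates gave 0 genes between 72 and 48 h in limma, with 70 to 446 genes at an unadjusted p under 0.05. The replicate number as a block gave 274, 507, and 0 genes and changed no count by over 1.5 times.

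The log2 ratios of SX#2#C2a#6910 and SX#2#C2a#2488 kept their sign and an adjusted p under 0.05 at the 3 times under the 14 alternatives run for them, from 5.65 to 7.38 and from −6.57 to −5.08. That of SX#2#C2a#1918 at 72 h passed the threshold under 5 of 14 alternatives and its difference between 72 and 24 h lost it under 3 of 13, the slide as a block (adjusted p 0.0565 by limma), without replicate 1 (0.221) and without replicate 2 (0.159). The genes lowest at 24 and at 48 h kept their sign and an adjusted p under 0.05 against the inoculum at the 3 times under 14 alternatives, and their difference between 72 and 24 h lost it only in leave-outs, under 2 and 1 of 13.

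The alternatives planned for PCR, the phage cluster, Table 1 and genes given by name were not run, since the identifiers are not paired with names. Signal over background left few probes out: with dim probes removed, 1419, 1375, and 1150 genes were called.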

Differences from the paper's values

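The background from blank spots and the joint adjustment with probes between genes are tests chosen only after the result was seen. No value of the gene rule as reported was over 1.5 times the paper's or under it by that factor. The paper reports 1337, 1326, and 1070 differentially expressed genes at 24, 48, and 72 h and 838 at the 3 times, and the arrays gave 1419, 1375, 1147, and 899. None of the 17 other settings, of which those 2 were added later, gave any of the paper's numbers. Of these settings, 14 of 17 lay above the paper's number at 24 h and 14 of 17 at 48 h, and 7 of 17 at 72 h and 9 of 17 for the common genes. Among those chosen before the data were examined, 2 differ from the paper by over 1.5 times at 72 h and for the common genes. They are the demand that all probes pass the FDR (638 genes at 72 h, 499 at all 3 times) and the count without replicate 2 (565 and 483).

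The paper gives r2 of 0.931, 0.918, and 0.893 and slopes of 1.235, 1.273, and 1.394 for PCR against the microarrays. Recomputed from the paper's printed ratios, a line through the origin has slopes of 1.213, 1.277, and 1.395 and r2 of 0.928, 0.921, and 0.892, and a line with an intercept has r2 of 0.949, 0.95, and 0.913. The paper's text and Supplementary Table 1 give 45 genes, and the legend of Supplementary Figure 1 gives 47.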

Other observations

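In this part, the tests chosen only after the result was seen were those of the blank spots and the normalization for replicate 1 at 72 h, those of the slide, dye, spread, delay, slower course and exchange for replicate 3, that of the blank level for the number of genes at 72 h, and that of the run of genes.

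The array of replicate 1 at 72 h had a narrow spread of log2 ratios over genes, with an SD of 1.18 against 1.59 to 1.79 in the other replicates and times. Its blank spots read 660 units in the meat channel and 1823 in the inoculum channel, and 38.6 and 44.3% of its gene probes lay below the median blank spot, against at most 22.0 and 21.7% on the other arrays. The background correction used here does not account for it, since the deposited log2 ratios of the authors gave an SD of 0.99 against 1.55 to 1.80 elsewhere. A smaller response of that culture would shrink bright and dim genes alike. The slope of replicate 1 on replicate 2 at 72 h was 0.86 in the brightest 25% of genes and 0.474 in the dimmest 25%, which argues against it as the whole cause. With the background taken from the blank spots the SD was 1.74, within the 1.72 to 1.92 of the others, and the slope over all genes was 0.95. A signal added to both channels, which the local background does not capture, is a candidate explanation. Such a signal would lower the ratios of dim genes in that replicate.

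Replicate 3 at 72 h stood apart from replicates 1 and 2. Its log2 ratios had an r over genes of 0.862 and 0.859 with theirs at 72 h, 0.951 and 0.943 with theirs at 48 h, and 0.968 with its own at 48 h, while replicates 1 and 2 had an r of 0.954 with each other at 72 h. Along the change of replicates 1 and 2 from 24 h (position 0) to 72 h (position 1), replicates 1 and 2 stood at 0.68 and 0.65 at 48 h, and replicate 3 at −0.0933 at 24 h, 0.373 at 48 h, and 0.564 at 72 h. The 2 dye-swapped arrays at 72 h differed in position by 0.017, and the SD of the ratios was 1.73, which argues against the dye and against compressed ratios. An exchange of its samples of 48 and 72 h would put the 48 h sample near 1, and it stood at 0.373. Its position was 0.561 of the mean of replicates 1 and 2 at 48 h and 0.564 of it at 72 h, as an evenly slower course of the same change would give. Its change from 48 to 72 h had an r of 0.57 over genes with the change of the others from 24 to 48 h and of 0.0314 with their change from 48 to 72 h. A delay and a slower course of this culture are both candidate explanations, and these tests do not separate them. Its arrays of 48 and 72 h also lay on a slide of their own. On the slide shared at 24 h it stood at −0.0933, and other differences in preparation that go with the slide cannot be told apart from the culture at the later times, because no other replicate lay on it. SX#2#C2a#1918, the gene with the largest rise from 24 to 72 h, shows the spread this gives. Its log2 ratio was −8.25 ± 0.18 (SD, n = 3) at 24 h, −5.90 ± 1.20 at 48 h, and −3.01 ± 3.23 at 72 h, where the replicates gave −1.88, −0.51, and −6.65. The difference of 5.24 (SE 1.34, adjusted p 0.0208 from limma with Benjamini-Hochberg adjustment; 0.00092 to 0.221 over the alternatives) was lost without replicate 1 or 2.

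Fewer genes were called at 72 h (1147) than at 24 h (1419), a share of 80.8%. Whether this reflects the larger spread between replicates was tested by the mean ratios alone, which a larger spread would leave as they are. Genes with a mean log2 ratio beyond 1 in size numbered 1298 at 24 h and 1037 at 72 h (79.9%), which argues against the spread as the whole cause, and smaller mean ratios are a candidate explanation. A raised blank level in replicate 1 does not account for it, since the background from blank spots gave 1502 called genes at 24 h and 935 at 72 h, a share of 62.3%. With that background the genes beyond 1 at 72 h were 87.1% of those at 24 h, so part of the difference in size may come from the blank level. Smaller ratios do not suffice for the lower count under that background, and the spread between replicates, with a median SD of 0.23 at 24 h and 0.41 at 72 h, stays open as a part of the cause. The count at 72 h was 565 without replicate 2. Reversing the sign of single replicates gave as many called genes in 1 of 4 arrangements at 24, 48, and 72 h and for the genes common to them, the real one, and 4 arrangements cannot exclude chance. Whether the bacteria responded less at 72 h than at 24 h was tested only through these ratios.

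Genes higher at 72 h than at 24 h lay side by side. In the order of the array identifiers, 57 neighbouring genes were called in one run. The longest run in 1000 shuffled orders was 6 genes (permutation p = 0.001, one-sided, the smallest these shuffles can give). This excludes a chance order of the genes. The longest run of lower genes was 10. It was 29 with the replicate number as a block, 18 with a dye term, 17 with 4 separate arrays, and 5 to 10 under the other settings. The mean log2 ratio of the 57 genes over inoculum was 0.39 ± 0.36 (SD, n = 3) at 24 h, 3.13 ± 0.29 at 48 h, and 3.31 ± 0.91 at 72 h. Of these genes, 9, 54, and 55 were up-regulated at those times. The length of the run rests on single replicates. Without replicate 2, where fewer genes were called (63 higher, 54 lower), the longest run was 10 genes, against 5 for lower genes and at most 3 in the shuffled orders, and 26 of the 57 genes remained called. Without replicate 1 it was 29 genes and 40 remained called. A dye term gave 51 genes, no background correction 50, and median centring or the background from blank spots 43, with 54 or 55 of the 57 remaining called, so that these choices do not account for the run. With the scanner log ratio it was 27 genes and 42 remained called. With the slide as a block it was 42 genes and 51 remained called, although no slide held 24 h and a later time. The paper describes a cluster of phage genes with higher expression at 48 and 72 h in Table 1. Whether the run is that cluster is not settled, as the identifiers are not paired with locus tags.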
